# Improved chromosome-level genome assembly of the Glanville fritillary butterfly (*Melitaea cinxia*) integrating Pacific Biosciences long reads and a high-density linkage map

**DOI:** 10.1093/gigascience/giab097

**Published:** 2022-01-12

**Authors:** Olli-Pekka Smolander, Daniel Blande, Virpi Ahola, Pasi Rastas, Jaakko Tanskanen, Juhana I Kammonen, Vicencio Oostra, Lorenzo Pellegrini, Suvi Ikonen, Tad Dallas, Michelle F DiLeo, Anne Duplouy, Ilhan Cem Duru, Pauliina Halimaa, Aapo Kahilainen, Suyog S Kuwar, Sirpa O Kärenlampi, Elvira Lafuente, Shiqi Luo, Jenny Makkonen, Abhilash Nair, Maria de la Paz Celorio-Mancera, Ville Pennanen, Annukka Ruokolainen, Tarja Sundell, Arja I Tervahauta, Victoria Twort, Erik van Bergen, Janina Österman-Udd, Lars Paulin, Mikko J Frilander, Petri Auvinen, Marjo Saastamoinen

**Keywords:** *Melitaea cinxia*, Glanville fritillary, genome, spatial ecology

## Abstract

**Background:**

The Glanville fritillary (*Melitaea cinxia*) butterfly is a model system for metapopulation dynamics research in fragmented landscapes. Here, we provide a chromosome-level assembly of the butterfly's genome produced from Pacific Biosciences sequencing of a pool of males, combined with a linkage map from population crosses.

**Results:**

The final assembly size of 484 Mb is an increase of 94 Mb on the previously published genome. Estimation of the completeness of the genome with BUSCO indicates that the genome contains 92–94% of the BUSCO genes in complete and single copies. We predicted 14,810 genes using the MAKER pipeline and manually curated 1,232 of these gene models.

**Conclusions:**

The genome and its annotated gene models are a valuable resource for future comparative genomics, molecular biology, transcriptome, and genetics studies on this species.

## Data Description

### Context

Identifying and characterizing genes underlying ecologically and evolutionarily relevant phenotypes in natural populations has become possible with novel genomic tools that can also be used in “non-model” organisms. The Glanville fritillary (*Melitaea cinxia*, NCBI:txid113334) butterfly, and in particular its metapopulation in the Åland Islands (southwest Finland), is an ecological model system in spatial ecology [1, 2]. In Åland, the species inhabits a network of dry outcrop meadows and pastures and persists as a classic metapopulation with high turnover in patch occupancy [1]. The network of 4,500 potential habitat patches has been systematically surveyed bi-annually for butterfly occupancy and abundance since 1993 [3], providing a vast amount of ecological data on population dynamics [2]. Experimental manipulations under more controlled conditions are also possible owing to the small size, high fecundity, and relatively short generation time of the species. Consequently, our understanding of the species includes knowledge of life history variation across development stages [4, 5], dispersal dynamics [6, 7], species interactions with host plants and parasitoids [8–12], and stress tolerance [13, 14]. During the past decade, the system has also been used to study genetic and evolutionary processes, such as identifying candidate genes underlying variation and evolution of dispersal in fragmented habitats [15] and host plant preference [16], and assessing allelic variation and its dynamics in space and time [17–19]. Several approaches have been used to explore the genetic underpinnings of phenotypic variation in the Glanville fritillary metapopulation, ranging from candidate gene approaches [13, 20] and quantitative genetics [21, 22] to whole-genome scans [23, 24], under both laboratory and natural environmental conditions.

The first *M. cinxia* genome assembly was released in 2014 [25]. This genome was produced from a combination of 454 sequencing for contig assembly, followed by scaffolding with Illumina paired-end (PE), SOLiD mate-pair reads and Pacific Biosciences (PacBio) data. The size of the final assembly was 390 Mb made up from 8,261 scaffolds, with a scaffold N50 of 119,328. Scaffolds were assigned to chromosomes on the basis of a linkage map produced from RAD sequencing [25]. We recently assessed the actual genome size using a *k*-mer–based approach on Illumina sequencing data and obtained estimates ranging from 488 to 494 Mb (Supplementary File S5). It was considered that a new genome, sequenced using PacBio long reads, would result in a more complete assembly and better represent the repetitive areas of the genome.

Here, a new sequencing and assembly of the *M. cinxia* genome has been carried out using a pool of 7 male butterflies from a single larval family collected from Sottunga, an island in an eastern part of the archipelago. Sequencing was conducted using the PacBio RSII sequencer. An initial assembly was created using FALCON [27, 28] followed by polishing performed with Quiver [27]. A new linkage map was created and used to assign the assembled scaffolds to their correct positions and orientations within the 31 chromosomes. The scaffolds were then gap-filled, producing a final assembly of 484 Mb with a scaffold N50 of 17,331,753 bp. The obtained genome size is well in line with the *k*-mer estimates. Gene prediction on the genome assembly was carried out using MAKER v 2.31.10 [29], which was run iteratively using several independent training sets. Manual annotation was performed for 1,232 of the gene models. The genome assembly increased greatly in contiguity and completeness compared to the first genome (Table 1), with chromosomal superscaffold N50 values of 17,331,753 bp in the new genome compared to 119,328 bp in the Version 1 genome.

**Table 1:** Assembly statistics

Statistic	*M. cinxia*		*Bombyx mori*	*Pieris napi* v1.1
	Version 2	Version 1 Scaffolds		
Length (bp)	484,462,241	389,907,520	460,334,017	349,759,982
N (%)	<0.01	7.42	0.10	22.47
Scaffold count	31	8,261	696	2,969
Longest scaffold (bp)	22,190,643	668,473	21,465,692	15,427,984
Scaffold N50 length (bp)	17,331,753	119,328	16,796,068	12,597,868
Scaffold N50 count (L50)	13	970	13	13
Contig count	529	48,180	726	53,510
Contig N50 length (bp)	1,831,849	14,057	12,201,325	10,538
Contig N50 count (L50)	79	7,366	16	6,914

Assembly statistics were calculated for the *M. cinxia* Version 2 genome, *M. cinxia* Version 1 scaffolds, and *B. mori* using the assembly-stats program v 17.02 [30]. Statistics for *H. melpomene* v2.5 and *P. napi* v1.1 were obtained from LepBase [31].

The significant increase in assembly size warrants a further investigation of the composition of these added sequences. Initial observations of individual alignments from genome-to-genome alignment show many collapsed repeat regions in the Version 1 genome that are mapped to multiple chromosomes in Version 2.

## Methods

An overview of the processing pipeline for the work is shown in Fig. 1.

**Figure 1:**
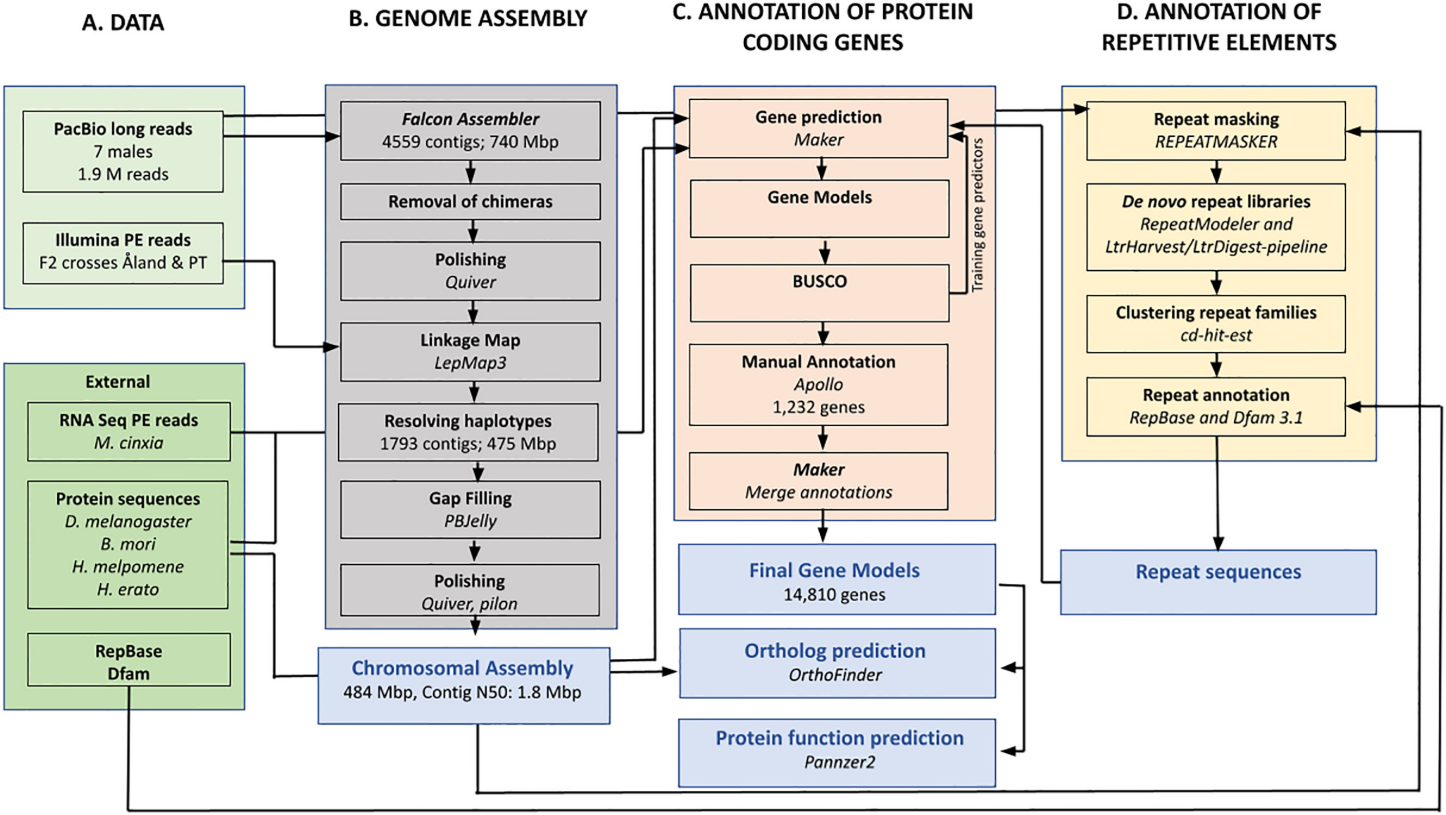
An overview of the assembly and annotation process of the improved Glanville fritillary genome.

### Genomic samples and DNA extraction

Owing to the facultatively univoltine life cycle of the butterfly in Finland, experimental inbreeding of the species would have taken several years. Therefore, we chose to sample individuals from an island population, Sottunga, expected to harbour lower genetic diversity compared to less isolated populations. Sottunga is part of the Åland Islands archipelago in the northern Baltic Sea, and the population was introduced here in 1991 using individuals collected on the mainland of Åland Island [32]. This introduction was carried out with 71 larval families. The distance to the nearest *M. cinxia* population across the water is 5 km, and we therefore assume that the introduced population has remained (almost) completely isolated. Furthermore, the effective population size of *M. cinxia* in Sottunga has been very low during the past 24 years (on average 57 larval nests/year in 1993–2019), and it has experienced several strong bottlenecks [33]. Using genomic markers, Fountain et al. [17] demonstrated that samples from the Sottunga population separate clearly from samples collected on the mainland.

During the fall survey of 2014 (see Ojanen et al. for details of the survey [3]) we collected individuals from 1 larval group on the island of Sottunga (patch No. 1439, 60 8.1768 N 20 40.1214 E). The larvae were collected once they were in diapause and most likely comprise full siblings [18]. The larval group was kept in diapause (+5°C) until the following spring and then reared to adulthood under common garden conditions (28:8°C; 12L:12D) at the Lammi Biological Station, University of Helsinki. After eclosion, butterflies were sexed and stored at −80°C. High molecular weight DNA was isolated from 7 adult males using the caesium chloride method [25]. Several individuals were used to obtain enough starting material for constructing the Single Molecule, Real-Time (SMRT) sequencing library.

### SMRT sequencing libraries and sequencing

Library construction for PacBio sequencing (PacBio RS II Sequencing System, RRID:SCR_017988) was carried out using the protocols recommended by the manufacturer (Pacific Biosciences, Menlo Park, CA, USA). Genomic DNA was sheared using a Megaruptor (Diagenode, Seraing, Belgium) followed by damage repair, end repair, hairpin ligation, and size selection using BluePippin (Sage Science, Beverly, MA, USA; RRID:SCR_020505). After primer annealing and polymerase binding, the DNA templates were sequenced on a PacBio RSII sequencer using P6/C4 chemistry and 360 min video time at the DNA Sequencing and Genomics Laboratory, Institute of Biotechnology, University of Helsinki, Finland [34].

### Genome Assembly

The genome was assembled using the FALCON assembler (FALCON-Integrate-1.8.6) [26, 27] with a read length cut-off of 18,000 bp. This cut-off was found to give the best contiguity for the assembly based on N50 value, while minimizing the percentage of possibly erroneous contigs. The erroneous contigs were detected by mapping markers of the linkage map from the previously published genome [25] to contigs and calculating the percentage of chimeric contigs. We tested 3 different read length cut-offs, 16,000, 18,000, and 20,000 bp, all of which included ∼9% of chimeric contigs. The assembly was based on 1.9M PacBio reads, 24.4 Gb in total, with an N50 of 18,479 bp, which is ∼50× coverage based on the final genome size. With the selected read cut-off the data produced 10.8 Gb of corrected reads that were further assembled using the FALCON software (Falcon, RRID:SCR_016089). The assembly yielded 4,559 primary contigs containing 739.9 Mb with an N50 of 340 kb and 1,661 alternative contigs containing 118.1 Mb with an N50 of 85,246 bp. The alternative contigs were automatically separated by the FALCON pipeline. The data were also assembled using miniasm software (0.2-r137-dirty) [35], which yielded similar results. The larger than expected initial assembly size, ∼1.5 times the *k*-mer estimate, is due to the multiple haplotypes originating from the 7 individuals used in sequencing.

To evaluate the putative chimeric contigs and assembly errors suggested by the genetic map, the raw SMRT sequencing data were mapped to the assembly primary contigs using BWA (BWA-0.7.17, RRID:SCR_010910) with the MEM algorithm [36]. The alignments of the 425 regions discovered as possibly chimeric were visually inspected. Of these regions, 92 showed even read coverage and no evident signs of assembly errors, while 333 regions contained areas with low coverage and/or repeat regions indicated by high coverage that had led to erroneous overlaps and misassemblies. These errors were identified by positions where the majority of the reads did not fully align; i.e., the alignments ended mid-read. The assembly was split in the positions where the coverage was at minimum. The resulting assembly was polished using the SMRT sequencing data and Quiver [26] software from the SMRT Tools-package (PacBio).

### Linkage Map

Linkage mapping was constructed from whole-genome resequencing data of F2 crosses of *M. cinxia*. The grandparents of these F2 crosses are offspring of wild-collected *M. cinxia* originating from 2 distantly related *M. cinxia* populations around the Baltic Sea: the Åland Islands (ÅL) [1] and Pieni Tytärsaari (PT) populations [37]. Between-population crosses of type ÅL♂×PT♀ and ÅL♀×PT♂ were established to create the F1 population. Some of these F1 individuals were used to establish the F2 families, actively avoiding mating among siblings. A subset of the resulting full-sibling families were reared to adulthood, and 5 of these F2 families, together with their parents and grandparents, were selected for resequencing. In total, resequencing included 10 grandparental individuals, 10 F1 parents, and 165 F2 individuals (N: 185).

All the larvae from different generations completed development under common garden conditions (28:15°C; 12L:12D) utilizing fresh leaves of greenhouse-grown *Veronica spicata*. Diapausing larvae were kept in a growth chamber at +5°C and 80% relative humidity for ∼7 months to mimic the normal wintertime conditions for these butterflies. Adults were kept in hanging cages (of 50 cm height and 40 cm diameter) at ∼26:18°C; 9L:15D and fed *ad libitum* with 20% honey-water solution throughout the experiments.

Before DNA extraction the adult butterflies were stored at −80°C, and either thorax or abdomen tissue of these individuals was used for sequencing. Tissues were homogenized prior to extraction using TissueLyser (Qiagen, Venlo, The Netherlands) at 30/s for 1.5 mins with Tungsten Carbide Beads, 3 mm (Qiagen, Venlo, The Netherlands), and ATL buffer (Qiagen, Venlo, The Netherlands). DNA was extracted using the NucleoSpin 96 Tissue Core Kit (Macherey-Nage, Düren, Germany) according to the manufacturer's protocol with the exception that lysing time was extended to overnight. The samples were additionally treated with RNase A (Thermo Fisher Scientific, Waltham, MA. USA) before sequencing. Sequencing was performed using standard PE library preparation and Illumina HiSeq 2000 (Illumina HiSeq2000, RRID:SCR_020132) with 125 bp PE reads.

The mapping procedure followed the Lep-MAP3 [26] pipeline (biotools:lep-map3). First, individual fastq files were mapped to the contig assembly using BWA MEM (BWA-0.7.17) [36] and individual bam files were created using SAMtools (1.6) (SAMTOOLS, RRID:SCR_002105) [38, 39]. SAMtools mpileup and the scripts pileupParser2.awk and pileup2posterior.awk were used to obtain input data for Lep-MAP3. Then ParentCall2 (parameter: ZLimit: 2) and Filtering2 (parameters: dataTolerance: 0.0001; removeNonInformative: 1; familyInformativeLimit: 4) were run to obtain data with ≥4 informative families for each marker, resulting in a final input with almost 2.5M markers.

SeparateChromosomes2 was run on the final data (parameters lodLimit: 20; samplePair: 0.2;numThreads: 48) to obtain 31 linkage groups with a total of 2.4M markers. OrderMarkers2 was run (parameter recombination2: 0) on each linkage group (chromosome). This map was used to anchor the contig assembly into chromosomes. To validate anchoring, the map construction was repeated in the same way except that OrderMarkers2 was run on the physical order of markers to reduce noise in the linkage map. Finally, the raw data were remapped to the gap-filled chromosome-level assembly and the linkage map was redone in the new physical order to infer final recombination rates.

### Anchoring the genome and resolving haplotypes using the linkage map

The contigs were aligned against each other and lift-over chains were created by running the first 2 steps (batch A and B to calculate the alignment chain) of the HaploMerger2 [40] pipeline. By manually inspecting this chain (all.chain.gz), contigs fully contained in some longer contig were removed. Initial contig order and orientation within each chromosome was calculated by the median map position of each contig and the longest increasing subsequence of markers, respectively. For each chromosome, Marey map [41], a scatter plot of physical and linkage positions combining the genetic and physical maps, and contig-contig alignments from the chain were recorded. The contigs’ orders and orientations were manually fixed when needed if the map had support for alternative orientation. If the contig-contig alignments linked contigs together, they were joined. Any assembly errors that were found were corrected by splitting the contigs accordingly. Also, partially haplotypic contigs were found and collapsed, i.e., alternative haplotype sequence removed, on the basis of the Marey maps and contig-contig alignments. This manual work facilitated the removal of additional haplotype contigs and regions and resulted in the haploid reference genome sequence including start and end positions of contigs in the correct order and orientation for each chromosome. Of 2,933 contigs in initial reference, 4 were chimeric and were split to 9 separate contigs. Of the resulting 2,938 contigs, 1,080 were included without any modification, 825 were trimmed on 1 or both ends, and 1,033 were completely contained and thus removed. Finally, the haplotype-corrected genome was gap-filled using PBJelly software (PBSuite_15.8.24; RRID:SCR_012091) [42] with the original SMRT sequencing data and polished with the Quiver tool [26] from the SMRT Tools-package 2.3.0 (PacBio) and with Pilon (1.21) (Pilon, RRID:SCR_014731) [43], which resulted in the final reference genome sequence of ∼484 Mb.

The chromosomes were aligned against the *Heliconius melpomene* (2.5) [44, 45] and *Pieris napi* [46] genomes using the LAST aligner(938) [47] to check structural similarity between the species (Supplementary Figs S1–S13). An overview alignment for *H. melpomene* was created using D-GENIES (1.2.0) (D-GENIES, RRID:SCR_018967) [48] (Fig. 2). The data show a high level of collinearity between *M. cinxia* and *H. melpomene* chromosomes, as described before in Ahola et al. [25]. An interesting point is the lack of collinearity with sex chromosomes (*M. cinxia* chromosome 1 and *H. melpomene* chromosome 21). Furthermore, the visible vertical lines show the effect of long-read assembly on repeat resolution. With long reads spanning the repeats and allowing their accurate placement in the contigs, in *M. cinxia* the repeats are placed in single chromosomes whereas in *H. melpomene* they are present in all chromosomes.

**Figure 2:**
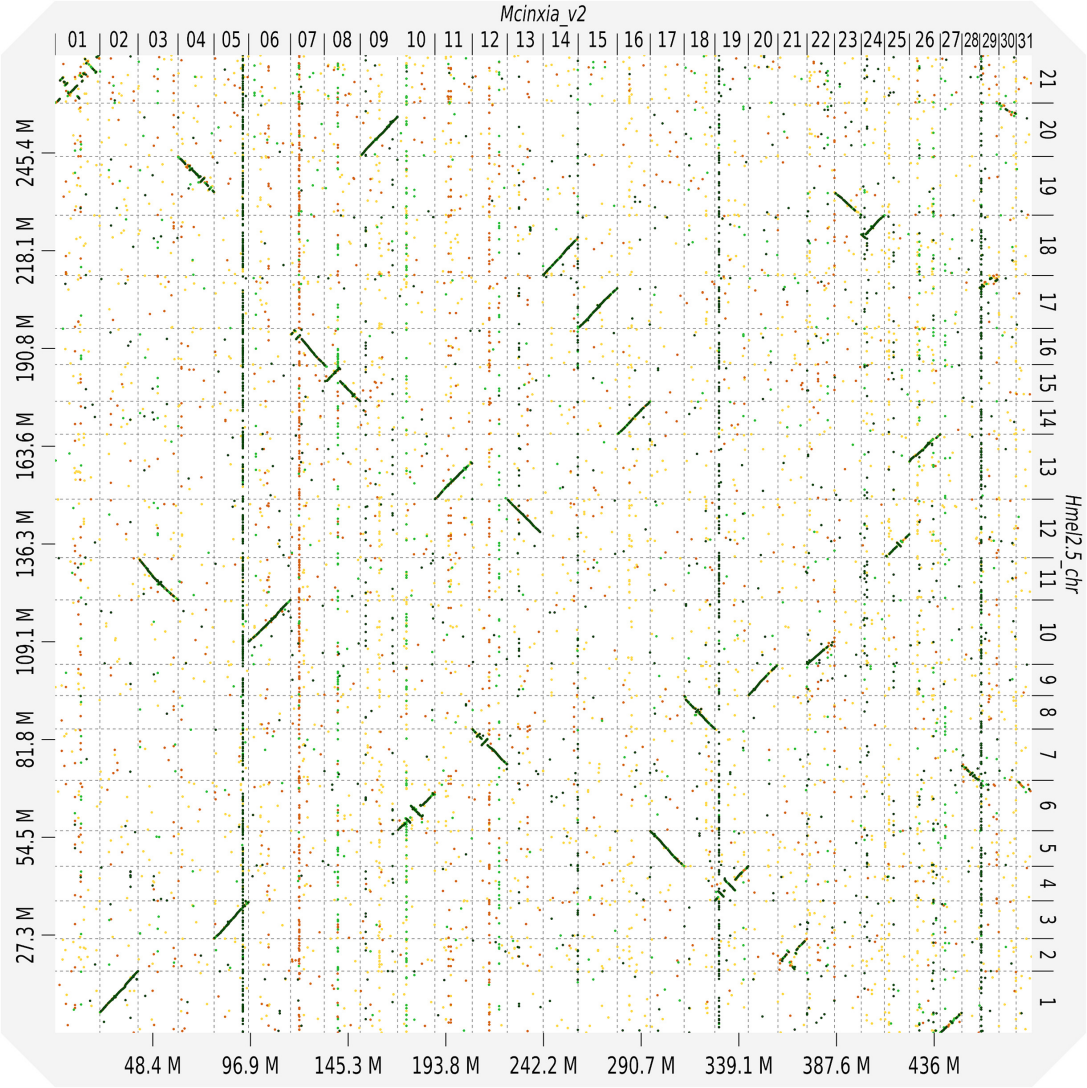
A dot-plot structural comparison of the *H. melpomene* genome against the *M. cinxia* v2 genome. The alignment was created using D-GENIES (1.2.0) [48]. The diagonal lines indicate the collinearity between the 2 species. The lack of collinearity in sex chromosomes is visible in the upper left corner between Mcnxia_v2 chr 01 and Hmel2.5 chr 21. The visible vertical lines show repeats that are resolved in Mcinxia_v2 but are present in all chromosomes in Hmel2.5_chr.

### Repeat masking and annotation

Genomic assemblies were masked with *de novo* repeat libraries by RepeatMasker v.4.0.9 (RepeatMasker, RRID:SCR_012954) [49]. *De novo* repeat libraries were constructed from original PacBio reads with lengths >30,000 bp and assembled scaffolds (pseudo chromosomes) using RepeatModeler v 1.0.10 (RepeatModeler, RRID:SCR_015027) [50] and the LtrHarvest/LtrDigest-pipeline [51, 52]. Repeat families were clustered using cd-hit-est applying the 80/80-rule (80% identity over 80% length) [53]. Repeat annotations were confirmed by RepBase Release 20,181,026 [54] and Dfam version 3.1 [55].

### Transcriptome assembly

To aid construction of gene models, we capitalized on 2 transcriptome assemblies that were produced as part of separate projects in our laboratory to be presented in upcoming publications ([5], PRJNA670126). Importantly for gene model construction, they represent a wide range of transcriptional diversity, as the RNA-seq data are derived from various developmental stages (first instar larvae, fourth instar larvae, and adult thorax and abdomen). All individuals were lab-reared but originated from the same butterfly metapopulation. 

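The larvae behind Transcriptome 1 were Glanville fritillary larvae reared on ribwort plantain (Plantago lanceolata) at 28 °C by day and 15 °C by night, frozen whole in instar 4 and sequenced one library per larva from stranded polyA RNA. Control larvae ate plants given 40 ml of water per day. Larvae under early, late and constant water limitation ate plants given 20 ml per day during instars 1 and 2, during instars 3 and 4, or throughout. Of the 78 larvae, 77 were analysed here: 19 control larvae, 20 under early, 19 under late and 19 under constant water limitation. They came from 4 full-sib families (F-1, F-2, F-5 and F-6), with 4 or 5 larvae of each family in each treatment and 2 egg clutches per family. The authors deposited one estimated read count per putative transcript and larva, given to 2 decimals and without normalization, and 91.6% of the values were whole numbers. The total count per larva was 10969313 ± 879665 (SD, n = 77), with a range from 8089208 to 13624824. It ranged from 9092146 to 12953351 in control larvae (median 10666090) and from 8089208 to 11768432 under early water limitation (median 10794274). Under late water limitation it ranged from 10023502 to 13624824 (median 10938814), and under constant water limitation from 8918509 to 12880894 (median 11153149). The totals did not differ between treatments by more than the spread between larvae (permutation test of the F ratio of log2 totals with 100000 permutations, p = 0.166), nor between families (p = 0.283). The paper gives an average depth of 17.3M reads, whereas all values here use the counts in the table, whose median over larvae was 10922922. The total over the 17838 transcripts of a second, filtered table from the authors held 99.8% of all counts. Counts were rounded to whole numbers before transcripts were called detected or tested, so that a detected transcript had a rounded count of at least 1. The program that assigned reads to contigs is not named in the paper's text, and contigs of one gene could have shared reads.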

Transcriptome 1 was produced using a set of 78 individually sequenced female larvae (fourth developmental instar) [5], sequenced to an average depth of 17.3M reads (read lengths 85 and 65 bp for forward and reverse PE reads, respectively). Because the 2 sexes are practically indistinguishable in the larval stages, the females were identified on the basis of homozygosity across a set of 22 Z-chromosome–specific single-nucleotide polymorphism loci [5]. To remove Illumina adapter sequences, we trimmed raw reads using Trimmomatic (Trimmomatic-0.35, RRID:SCR_011848) [56], and normalized using Trinity v2.6.5 (Trinity, RRID:SCR_013048) [57]. We then used 2 separate procedures to construct *de novo* transcriptome assemblies, Trinity (v2.6.5) and Velvet/Oases (1.2.10) [58]. Trinity was run with standard settings, whereas Velvet/Oases used a range of 7 *k*-mer sizes (21–71 bp), producing a separate assembly for each *k*-mer size. 

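The name of each putative transcript in the count table records the assembler and, for Velvet/Oases, the k-mer size, which is the length of the overlapping words used to build the contigs. Of the 69153 putative transcripts in the table, 33773 (48.8%) came from Trinity and 35380 (51.2%) from Velvet/Oases. The Velvet/Oases contigs came from 7 k-mer sizes. There were 5898 contigs from k-mer size 21, 4927 from 25, 4907 from 29, 5889 from 35, 6836 from 43, 5670 from 57 and 1253 from 71. The larval reads were not spread evenly over the 2 sources. Trinity contigs carried 99.8% ± 0.03 of the counts of a larva (SD, n = 77) and Velvet/Oases contigs 0.21% ± 0.03, a difference far larger than the spread between larvae. No larva had any count on 21408 of the Velvet/Oases contigs (60.5%), whereas this held for 140 of the Trinity contigs (0.415%). Among k-mer sizes, the share of contigs without any count ranged from 53.3% at size 57 to 70.3% at size 21.

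**Figure D1:**
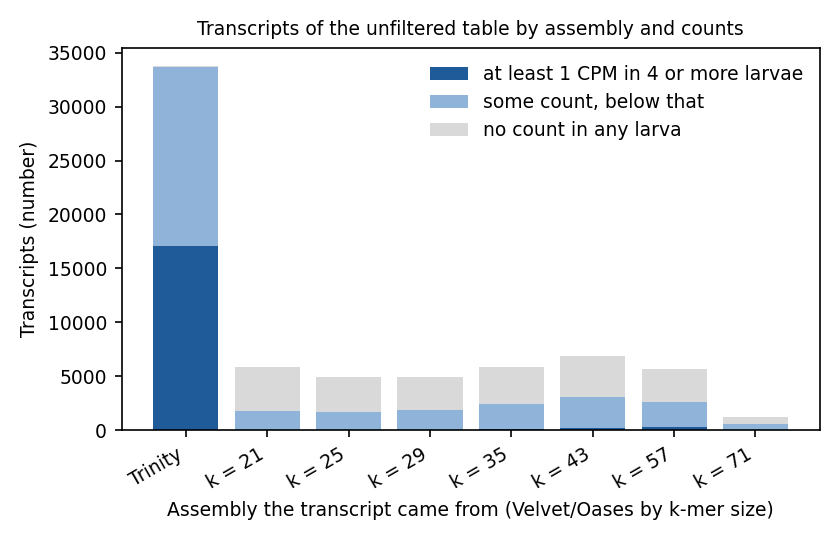
Putative transcripts of Transcriptome 1 by assembler and k-mer size, as bars of the number of transcripts that start at 0. Each bar is divided into transcripts with at least 1 CPM in 4 or more of the 77 larvae, transcripts with some count below that level, and transcripts with no count in any larva. The bar for Trinity holds 33773 transcripts, of which 140 had no count, and the largest Velvet/Oases bar, at k-mer size 43, holds 6836, of which 3740 had no count.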

We then combined the resulting assemblies, filtered the combined assembly using the EvidentialGene (tr2aacds.pl VERSION 2017.12.21) [59] pipeline, and removed contigs smaller than 200 bp or expressed at a low level (<1 normalized counts per million), yielding the final assembly. 

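In the counts of the 77 larvae, 14555 transcripts had a mean of at least 1 CPM after normalization of library sizes by edgeR's TMM method. The number depended on what was required to reach 1 CPM. With TMM, it was 19410 when any 1 larva sufficed, 15423 when 19 larvae were required, the size of the smallest treatment groups, and 10270 when every larva was required. With plain library totals in place of TMM the mean criterion gave 14588 transcripts, and with relative log expression (RLE) size factors it gave 14555. The transcripts of the authors' filtered table each had at least 1 CPM of the plain library total in at least 4 larvae, and no transcript outside it reached this level in more than 3. That table held 17106 of the Trinity contigs (50.7%) and 732 of the Velvet/Oases contigs (2.07%).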

Transcriptome 2 was constructed from a set of 12 adult females (thorax and abdomen, without ovaries) and 48 first instar larvae, as part of a separate gene expression study (PRJNA670126). RNA from these 60 individual samples was sequenced to an average depth of 16.6M reads (86/74 bp PE). The stranded RNA-seq libraries were made using Ovation® Universal RNA-Seq System (Nugen) with custom ribosomal RNA removal. The libraries were PE sequenced on a NextSeq 500 using the 150 bp kit (Illumina) at the DNA sequencing and genomics laboratory Institute of Biotechnology University of Helsinki. We trimmed the reads using fastp (v0.20.0) [60], and used the HISAT2 2.0.4 (HISAT2, RRID:SCR_015530)/StringTie 1.3.5 (StringTie, RRID:SCR_016323) pipeline [61] to construct a genome-guided transcriptome assembly, mapping the RNA-seq reads to the new genome assembly. Transcriptome 1 yielded 69,182 putative transcripts with mean length of 727 bp (95% CI: 206–3,433), while Transcriptome 2 yielded 137,250 putative transcripts with mean length of 1,737 (95% CI: 203–9,106). These statistics should be interpreted with caution because the assemblies derive from different life stages, and different assembly and filtering approaches were used (reflecting differences in histories of the datasets as they were produced for different projects).

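The count table of Transcriptome 1 analysed here held 29 fewer putative transcripts than the 69,182 of the assembly. Of those it held, 21548 (31.2%) had no count in any larva, 47567 were detected in at least 1 larva and 14281 were detected in every larva. A single larva had 24922 ± 718 detected transcripts (SD, n = 77; range 23113 to 27120). The threshold for detection moved this number most, since 14121 transcripts per larva reached 1 CPM of the plain library total. With the counts of each larva drawn down at random to the smallest total, 23689 ± 599 transcripts were detected (SD, n = 77). The number detected did not differ between treatments by more than the spread between larvae (permutation test of the F ratio with 100000 permutations, p = 0.0832), nor between families (p = 0.191). At a minimum of 10 counts, the treatments did differ by the same test (p = 0.0273). Adding larvae in 100 random orders, the transcripts detected in at least 1 larva rose from 24914 with 1 larva to 37975 ± 295 with 10 and 44822 ± 85.5 with 40 (SD over orders). The last larva added 55.0 ± 13.2 transcripts to the total (SD over orders). Counted at 1 CPM or more of the plain library total, without TMM, the number rose from 14116 transcripts with 1 larva to 17457 with 10 and 19616 with all 77. A set of 4120 transcripts was detected in exactly 1 larva. The 100 most abundant transcripts of a larva took 39.0% ± 4.27 of its counts (SD, n = 77; range 30.9% to 50.0%). The most abundant transcript on average, evgtrinLocDN29515c4g3t3, took 9.12% ± 3.83, with a range from 0.041% to 15.6%. The lowest share was that of larva L0416-033 of F-6 under constant water limitation. Without it the lowest was 1.70%, in larva L0416-032 of the same family and treatment. The larvae of this group had 0.041% to 2.84%, and the F-6 control larvae 7.42% to 11.4%. Low shares also occurred in other groups, such as 1.87% in L0416-227 (F-2, constant water limitation) and 2.51% in L0416-378 (F-1, early water limitation). The next transcript, evgtrinLocDN38724c4g3t2, took 2.28% ± 0.87 (SD, n = 77). For both transcriptomes, the paper states that the numbers and lengths are to be read with care, and reasons that the life stages, the assembly and the filtering differed between them.

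**Figure D2:**
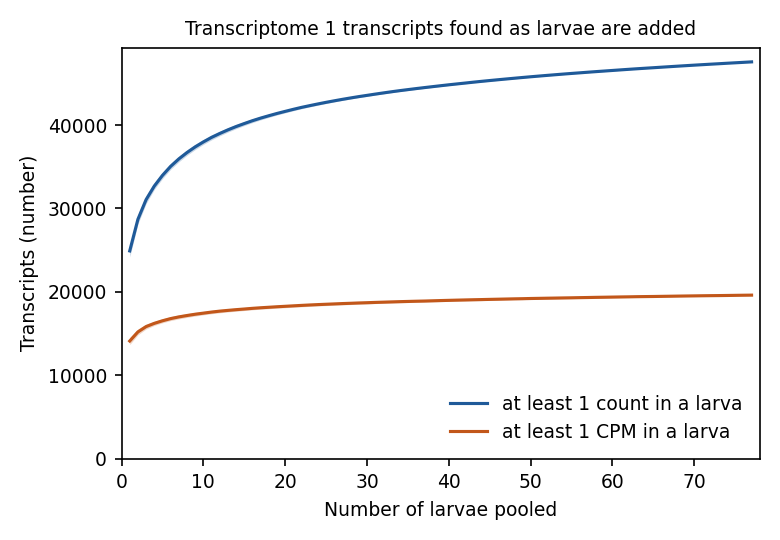
Mean number of putative transcripts detected in at least 1 larva, against the number of larvae added in 100 random orders, for a minimum of 1 count and for a minimum of 1 CPM of the plain library total, with the SD over orders as a band that is about as narrow as the lines. The upper line ends at 47567 transcripts and the lower at 19616.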

### Gene model annotation

Initial gene predictions were obtained by running the MAKER v 2.31.10 [29] gene prediction program in an iterative procedure. In the first round of MAKER, transcriptome assembly 1, described above, was provided as evidence, and genes were predicted solely from the aligned transcripts. This resulted in 14,738 gene models. These gene models were then used for training the SNAP (2013–02-16) [62] and AUGUSTUS (3.3.2) (Augustus, RRID:SCR_008417) [63] gene predictors. A second round of MAKER was run providing the *de novo* transcripts from both transcriptomes (see previous paragraph), trained gene prediction models, repeat masking file, and protein data from other lepidopteran species. The MAKER settings were adjusted to allow prediction of gene models without requiring a corresponding transcript in the *de novo* transcriptome assembly. Following each round of MAKER gene prediction, the annotation completeness was assessed using BUSCO (Benchmarking Universal Single-Copy Orthologs, RRID:SCR_015008) [64, 65].

### Manual annotation

Manual annotation was performed for 1,232 genes, using the Apollo collaborative annotation system Version 2.1.0 [66]. The collaborative annotation environment was set up in Ubuntu Linux 14.04 server with 250 GB RAM and 48 AMD Opteron 6 168 processing cores. This was later upgraded to a cloud server provided by the Finnish IT Center for Science (CSC) and run on Ubuntu Linux 18.04 with 200 GB RAM and 40 Intel Xeon model 85 processing cores. Evidence tracks were produced containing gene predictions from 3 rounds of MAKER, RNA-seq alignments of sequence reads, and protein alignments from other species (Table 2). RNA-seq alignments comprised a mixed-tissue pooled sample, an abdomen pooled sample, and 6 larval samples (from Transcriptome 1) selected to represent a diverse range and included, e.g., both sexes and different family backgrounds. A list of gene families that were considered of particular interest in butterfly research were identified for prioritization during the manual annotation. (Supplementary File S4). The gene annotators were able to select a family of genes for annotation, or a random selection from the prioritized families was given. Gene models were corrected by examining the evidence tracks in the browser, conducting blast searches, and examining multiple alignments of protein sequences. In total for the 1,232 genes, 1,455 messenger RNAs (mRNAs) were manually inspected, of which 814 genes and mRNAs were changed. Most changes were made to exon borders and mRNA exon structure, especially in the case of multiple isoforms.

**Table 2:** Evidence tracks that were used during the manual annotation of 1,232 *M. cinxia* genes

Evidence track	Type	Description
Maker 1	Gene prediction	Initial maker gene predictions based on EST alignments
Maker 2	Gene prediction	Second round of gene predictions from EST alignments, protein alignments, and gene predictors trained on maker 1.
RNA-seq abdomen pool	RNA-seq alignment	RNA-seq reads aligned to the genome with STAR [67]
RNA-seq mixed-tissue pool	RNA-seq alignment	
*B. mori* proteins	Protein alignment	Proteins sequences aligned to the genome with AAT
*H. melpomene* proteins	Protein alignment	
*Drosophila melanogaster* proteins	Protein alignment	
*Heliconius erato* proteins	Protein alignment	
RNA-seq female larvae family 80	RNA-seq alignment	RNA-seq reads aligned to the genome with STAR [67]
RNA-seq female larvae family 70	RNA-seq alignment	
RNA-seq female larvae family 119	RNA-seq alignment	
RNA-seq female larvae family 120	RNA-seq alignment	
RNA-seq male larvae family 80	RNA-seq alignment	
RNA-seq male larvae family 119	RNA-seq alignment	

### Final gene models

Following the manual annotation, the SNAP [62] and AUGUSTUS [63] gene predictors were retrained using the manually annotated gene models. MAKER was run using the updated gene predictors, Transcriptome 1 and 2, and using a masking file for repeats. As a final step to incorporate the manually annotated gene models, MAKER was run, providing the previous MAKER file to pred_gff and the manually annotated models to model_gff. Gene functional prediction was performed using Pannzer v2 [68].

### Ortholog identification

Predicted protein sequences from *Bombyx mori* [69] (January 2017 gene models), *P. napi* [46], and *H. melpomene* (Hmel2.5) [44, 45] were downloaded from SilkBase [70], LepBase [31], and the Butterfly Genome Database [71]. OrthoFinder v2.3.3 (OrthoFinder, RRID:SCR_017118) [72] was run to identify orthologs between *M. cinxia, B. mori, P. napi*, and *H. melpomene* using blast as the search tool (Fig. 3 and Supplementary Fig. S14).

**Figure 3:**
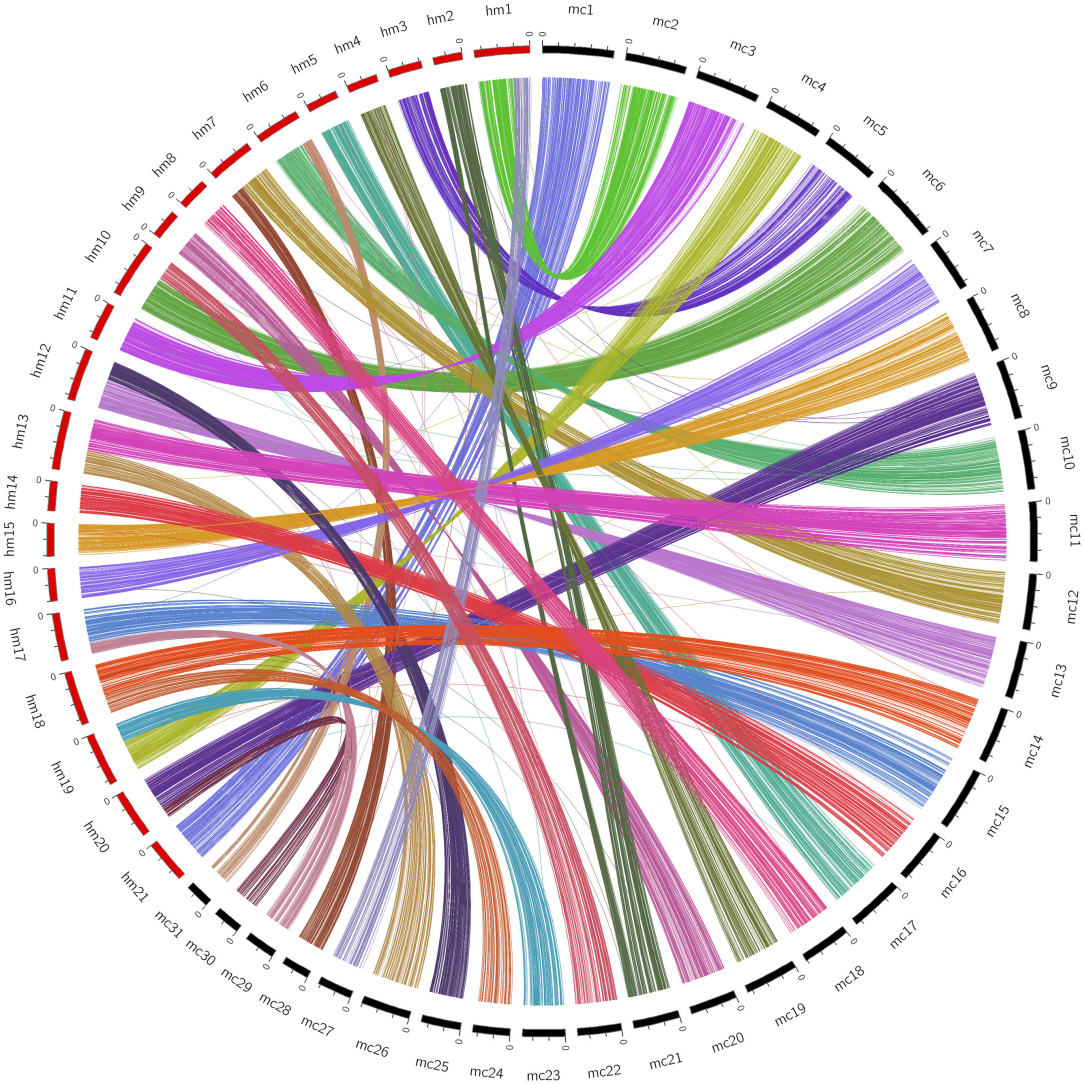
A circos plot showing the orthologs between *M. cinxia* and *H. melpomene*. Orthologs between *M. cinxia* and *H. melpomene* were identified using OrthoFinder and filtered for 1-to-1 orthologs. The internal links in the circos plot indicate the orthologs between *M. cinxia* and *H. melpomene*. The links are coloured according to the *M. cinxia* chromosome.

## Data Validation and Quality Control

To assess the quality of the assembly, assembly statistics were generated using assembly-stats [30] and compared to the v1 genome, as well as the *H. melpomene, B. mori*, and *P. napi* genome assemblies (Table 1). The new genome contains 94 Mb more sequence than the previous scaffold assembly. On the basis of the observations of individual alignments in the full genome alignment between Version 1 and Version 2, there are many regions in Genome 1 that are aligned into multiple positions in Version 2. This points to collapsed repeat regions in Version 1 and more accurate repeat placement due to the long-read sequencing in Version 2. The N50 length and L50 value at scaffold or chromosome level improved greatly compared to the previous genome. To check for possible duplication or missing areas in the assembly, an assessment was made for the completeness of single-copy orthologs from BUSCO [64, 65] eukaryota, arthropoda, and metazoa gene sets (Table 3). In each of the gene sets, 93.0–94.9% of the expected single-copy orthologs were found in complete copies. The duplication rate was estimated to be between 1.4 and 1.5%. A total of 1,232 gene models were manually curated using the Apollo annotation system [66] to ensure the quality of the models. To test for contamination, the predicted protein sequences were checked with AAI-profiler [73] to identify sequences originating from different taxa (Supplementary Files S1–S3). Overall, 42% of the genome was composed of repeat sequences (Fig. 4 and Supplementary Figs S15–S20 [chromosome-specific repeat classes]). There were no clear differences in the repeat contents between chromosomes (Supplementary Table S1), which further supports the more accurate placement of repeats due to the long-read sequencing in Version 2. Long interspersed nuclear elements (LINEs) were the most prevalent.

**Figure 4:**
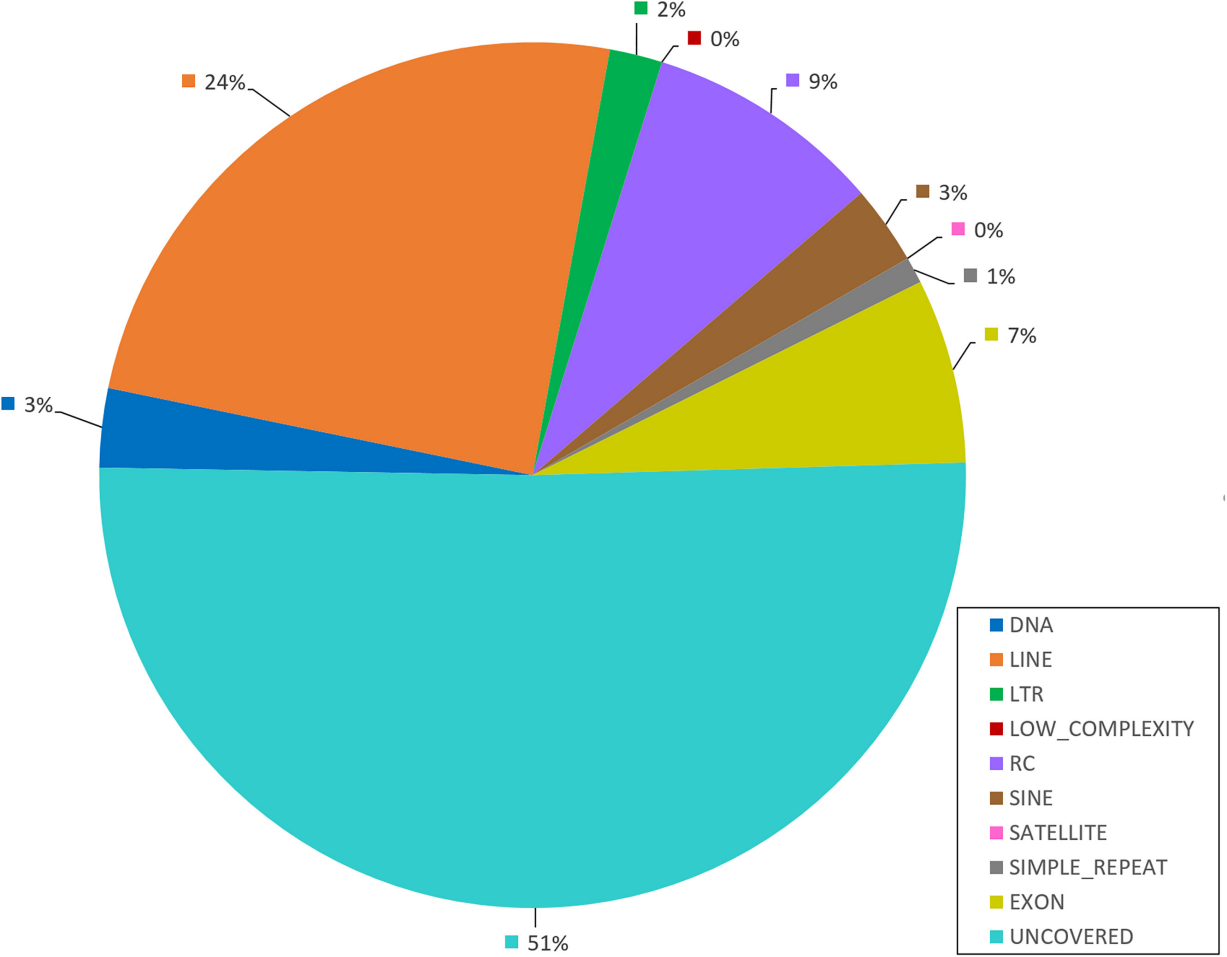
Relative amounts of different repeat classes in *M. cinxia* genome. Repeat classes and coverage of the *M. cinxia* genome v2: DNA: Class II; LINE: long interspersed nuclear elements; LTR: long terminal repeats; LOW_COMPLEXITY: low-complexity repeated DNA; RC: rolling circle elements (e.g., helitrons); SINE: short interspersed nuclear elements; Satellite: satellite DNA; SIMPLE_REPEAT: simple repeated motifs; EXON: exonic regions; UNCOVERED: rest of the chromosomes.

**Table 3:** BUSCO completeness estimates of the v2 genome based on the eukaryota, arthropoda, and metazoa gene sets

Lineage	BUSCO Category, No. (%)				
	Complete	Single-copy	Duplicated	Fragmented	Missing
Eukaryota	237 (93.0)	234 (91.8)	3 (1.2)	9 (3.5)	9 (3.5)
Arthropoda	960 (94.8)	946 (93.4)	14 (1.4)	16 (1.6)	37 (3.6)
Metazoa	905 (94.9)	891 (93.4)	14 (1.5)	16 (1.7)	33 (3.4)

## Reuse potential

The substantial improvements in contiguity and gene annotation quality of the new genome will enable a range of important new studies and open up possibilities for future work. The results also demonstrate that with the use of proper computational tools and data, it is possible to obtain a high-quality, chromosome-scale reference genome even when a single individual organism will not provide enough high molecular weight DNA for long-read sequencing. Furthermore, we show the potential of the linkage mapping: it anchors contigs to actual chromosomes instead of just linking different contigs together as is done, for example, in the Hi-C approach. Moreover, the haplotype problem is not tackled by Hi-C. Our high-density linkage map allows us to put nearly all contigs into chromosomes. It is worth noting that the linkage map is not scaffolding directly but it puts contigs into map positions; scaffolding is possible if a contig spans 2 or more map positions. Otherwise, the contig can be placed only partially. In addition to the linkage map approach, we used extensive manual curation of the assembly to avoid chimeric parts and improve the assembly quality. Current research aims at identifying mechanisms underlying key life history adaptations, exploring the extent of natural variation and selection on these adaptations in wild populations, and integrating these insights with the exceptional ecological, demographic, and climatic data available for this system. Future studies in this direction will help identify the mechanisms maintaining variation in life histories across spatial and temporal scales, and the extent to which phenotypic variation in these and other traits may contribute to a population's adaptive capacity under climate change. Several studies in different species illustrate how stress responses can be crucial for survival under variable environments, both within and between generations. The Glanville fritillary is being used to explore how environmental information is translated into adaptive phenotypic changes, and how these responses are transmitted to future generations, using transcriptomic and epigenetic approaches. Such studies will benefit from an improved annotation permitting exon-specific expression quantification, and identification of epigenetic marks and other functional variants outside coding regions. Exploiting current and past large-scale sampling efforts, these new studies apply population genomic approaches that are facilitated by the increased assembly contiguity, e.g., by permitting linkage disequilibrium and haplotype-based selection analyses. Other avenues of research enabled by the improved genome assembly include structural variation, regulatory evolution, recombination rate variation, and coalescent-based demographic analyses. The increasing availability of chromosome-level lepidopteran genomes such as ours permits exciting new comparative phylogenetic analyses, e.g., of chromosome and genome evolution.

## Data Availability

The SMRT sequencing reads used for the genome assembly are available in the NCBI SRA and can be accessed with Bioproject PRJNA607899 accession No. SRR11184190.

The genome has been deposited to GenBank under Bioproject PRJNA607899.

The Illumina reads used for the linkage map are available in the NCBI SRA and can be accessed with Bioproject PRJNA608928 accession Nos. SRR11186917–SRR11187107.

Transcriptome 1 RNA-seq reads are available in NCBI GEO and can be accessed with accession No. GSE159376.

Transcriptome 2 RNA-seq reads are available in NCBI SRA and can be accessed with Bioproject PRJNA670126.

All supporting data and materials are available in the *GigaScience* GigaDB database [74].

## Additional Files

**Supplementary Figure S1:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. A: *M. cinxia* chromosome 1 (M01_B01_H21), B: chromosome 2 (M02_B04_H01a), C: chromosome 3 (M03_B15_H11), D: chromosome 4 (M04_B12_H19a), E: chromosome 5 (M05_B06_H03), and F: chromosome 6 (M06_B05_H10a).

**Supplementary Figure S2:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. A: *M. cinxia* chromosome 7 (M07_B18_H16), B: chromosome 8 (M08_B17_H15), C: chromosome 9 (M09_B10_H20a), D: chromosome 10 (M10_B09_H06a), E: chromosome 11 (M11_B22_H13a), and F: chromosome 12 (M12_B11a_H07a).

**Supplementary Figure S3:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. A: *M. cinxia* chromosome 13 (M13_B08_H12a), B: chromosome 14 (M14_B23a_H18a), C: chromosome 15 (M15_B13_H17a), D: chromosome 16 (M16_B19_H14), E: chromosome 17 (M17_B03_H05), and F: chromosome 18 (M18_B25_H08).

**Supplementary Figure S4:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. A: *M. cinxia* chromosome 19 (M19_B21_H04), B: chromosome 20 (M20_B07_H09), C: chromosome 21 (M21_B16_H02), D: chromosome 22 (M22_B28_H10b), E: chromosome 23 (M23_B26_H19b), and F: chromosome 24 (M24_B27_H18b).

**Supplementary Figure S5:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. A: *M. cinxia* chromosome 25 (M25_B20_H12b), B: chromosome 26 (M26_B14_H13b), C: chromosome 27 (M27_B24a_H01b), D: chromosome 28 (M28_B02_H07b), E: chromosome 29 (M29_B24b_H17b), and F: chromosome 30 (M30_B23b_H20b).

**Supplementary Figure S6:**  *M. cinxia* aligned against *H. melpomene* using the last aligner [47]. *M. cinxia* chromosome 31 (M31_B11b_H06b).

**Supplementary Figure S7:** A dot-plot showing the structure of *P. napi* genome against *M. cinxia* genome v.2. The diagonal lines indicate the collinearity between the 2 species.

**Supplementary Figure S8:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. A: *M. cinxia* chromosome 1 (M01_B01_H21), B: chromosome 2 (M02_B04_H01a), C: chromosome 3 (M03_B15_H11), D: chromosome 4 (M04_B12_H19a), E: chromosome 5 (M05_B06_H03), and F: chromosome 6 (M06_B05_H10a).

**Supplementary Figure S9:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. A: *M. cinxia* chromosome 7 (M07_B18_H16), B: chromosome 8 (M08_B17_H15), C: chromosome 9 (M09_B10_H20a), D: chromosome 10 (M10_B09_H06a), E: chromosome 11 (M11_B22_H13a), and F: chromosome 12 (M12_B11a_H07a).

**Supplementary Figure S10:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. A: *M. cinxia* chromosome 13 (M13_B08_H12a), B: chromosome 14 (M14_B23a_H18a), C: chromosome 15 (M15_B13_H17a), D: chromosome 16 (M16_B19_H14), E: chromosome 17 (M17_B03_H05), and F: chromosome 18 (M18_B25_H08).

**Supplementary Figure S11:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. A: *M. cinxia* chromosome 19 (M19_B21_H04), B: chromosome 20 (M20_B07_H09), C: chromosome 21 (M21_B16_H02), D: chromosome 22 (M22_B28_H10b), E: chromosome 23 (M23_B26_H19b), and F: chromosome 24 (M24_B27_H18b).

**Supplementary Figure S12:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. A: *M. cinxia* chromosome 25 (M25_B20_H12b), B: chromosome 26 (M26_B14_H13b), C: chromosome 27 (M27_B24a_H01b), D: chromosome 28 (M28_B02_H07b), E: chromosome 29 (M29_B24b_H17b), and F: chromosome 30 (M30_B23b_H20b).

**Supplementary Figure S13:**  *M. cinxia* aligned against *P. napi* using the last aligner [47]. *M. cinxia* chromosome 31 (M31_B11b_H06b).

**Supplementary Figure S14:** Orthologs between *M. cinxia* and *P. napi* were identified using OrthoFinder and filtered for 1-to-1 orthologs. The internal links in the circos plot indicate the orthologs between *M. cinxia* and *P. napi*.  The links are coloured according to the *M. cinxia* chromosome.

**Supplementary Figure S15:** Repeat classes and coverage of the *M. cinxia* genome v.2. A: M. cinxia chromosome 1 (M01_B01_H21), B: chromosome 2 (M02_B04_H01a), C: chromosome 3 (M03_B15_H11), D: chromosome 4 (M04_B12_H19a), E: chromosome 5 (M05_B06_H03), and F: chromosome 6 (M06_B05_H10a). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary Figure S16:** Repeat classes and coverage of the *M. cinxia* genome v.2. A: *M. cinxia* chromosome 7 (M07_B18_H16), B: chromosome 8 (M08_B17_H15), C: chromosome 9 (M09_B10_H20a), D: chromosome 10 (M10_B09_H06a), E: chromosome 11 (M11_B22_H13a), and F: chromosome 12 (M12_B11a_H07a). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary Figure S17:** Repeat classes and coverage of the *M. cinxia* genome v.2. A: *M. cinxia* chromosome 13 (M13_B08_H12a), B: chromosome 14 (M14_B23a_H18a), C: chromosome 15 (M15_B13_H17a), D: chromosome 16 (M16_B19_H14), E: chromosome 17 (M17_B03_H05), and F: chromosome 18 (M18_B25_H08). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary Figure S18:** Repeat classes and coverage of the *M. cinxia* genome v.2. A: *M. cinxia* chromosome 19 (M19_B21_H04), B: chromosome 20 (M20_B07_H09), C: chromosome 21 (M21_B16_H02), D: chromosome 22 (M22_B28_H10b), E: chromosome 23 (M23_B26_H19b), and F: chromosome 24 (M24_B27_H18b). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary Figure S19:** Repeat classes and coverage of the *M. cinxia* genome v.2. A: *M. cinxia* chromosome 25 (M25_B20_H12b), B: chromosome 26 (M26_B14_H13b), C: chromosome 27 (M27_B24a_H01b), D: chromosome 28 (M28_B02_H07b), E: chromosome 29 (M29_B24b_H17b), and F: chromosome 30 (M30_B23b_H20b). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary Figure S20:** Repeat classes and coverage of the *M. cinxia* genome v.2. *M. cinxia* chromosome 31 (M31_B11b_H06b). (DNA: Class II; LINE: long interspersed elements; LTR: long terminal repeats; Low_complexity: low-complexity repeated DNA; RC: rolling circle elements [e.g., Helitrons]; SINE: short interspersed nuclear elements; Satellite: satellite DNA; Simple_repeat: simple repeated motifs; Exon: exonic regions; Uncovered: rest of the chromosome).

**Supplementary File S1:**Report from AAI-profiler on predicted protein sequences.

**Supplementary File S2:**Results from AAI-profiler on matrix-format on predicted protein sequences.

**Supplementary File S3:**Results from AAI-profiler on krona plot format on predicted protein sequences.

**Supplementary File S4:**List of prioritized gene families selected based on particular interest in butterfly research

**Supplementary File S5:**Kmer analysis for genome size estimation

**Supplementary Table S1:** Repeat contents of chromosomes

## Abbreviations

BLAST: Basic Local Alignment Search Tool; bp: base pairs; BUSCO: Benchmarking Universal Single-Copy Orthologs; BWA: Burrows-Wheeler Aligner; CI: confidence interval; Gb: gigabase pairs; LINE: long interspersed nuclear element; LTR: long terminal repeat; Mb: megabase pair; mRNA: messenger RNA; NCBI: National Center for Biotechnology Information; PacBio: Pacific Biosciences; PE: paired-end; RAD sequencing: restriction-site associated DNA sequencing; RAM: random access memory; SMRT: Single Molecule, Real-Time; SRA: Sequence Read Archive.

## Ethics Approval and Consent to Participate

There are no ethical policies related to working with insect data. The Glanville fritillary is not considered endangered in the Åland Islands and no permits are required for sampling. However, we note that within this project the larval sampling for genetic analyses is done non-invasively in the field, ensuring insignificant demographic impact. In addition, because the sampling takes place prior to diapause (Åland) when mortality is generally the highest, the collection has negligible effect on family survival or the demographic characteristics of populations.

## Competing Interests

The authors declare that they have no competing interests.

## Funding

Funding for M.S., D.B., V.O., E.v.B., J.T., and A.K. was provided by a grant from the European Research Council (Independent Starting Grant No. 637,412 "META-STRESS" to M.S.) and J.Ö.-U., V.A., and D.B. from the Academy of Finland grant (Decision No. 304,041 to M.S. and Decision No. 283,108 to Ilkka Hanski). A.D. was funded by a Marie Sklodowska Curie Individual Fellowship (No. 790,531, Host Sweet Home). O.-P.S. was supported by the “TTÜ development program 2016–2022,” project code 2014–2020.4.01.16–0032.

## Authors' Contributions

O.-P.S. assembled the genome, processed the chimeric contigs, performed the gap filling and the polishing of the assembly, and participated in the genome analysis.

V.A. was responsible for the initial idea of the approach for the genome-related activities, coordinated the first part of the project, designed and produced data for the linkage map, and worked on solving the haplotypes from the initial assembly.

D.B. performed gene prediction, functional annotation, ortholog prediction, and managed the manual annotation.

J.I.K. installed and managed the Apollo annotation server.

S.I. was responsible for larval rearing and preparation of butterfly crosses.

P.R. performed the linkage mapping and anchored the genome onto chromosomes.

V.O. assembled the transcriptomes used for gene prediction.

L. Pellegrini manually inspected the chimeric contigs.

A.R. performed DNA extraction.

D.B., J.I.K., V.O., T.D., M.F.D., A.D., I.C.D., P.H., A.K., S.S.K., S.O.K., E.L., S.L., J.M., A.N., M.C.-M., V.P., T.S., A.I.T., V.T., E.v.B., J.Ö.-U., and M.S. participated in manual annotation.

J.T. performed the annotation of transposable elements and repeat classes.

L. Paulin was responsible for the management of the DNA sequencing.

M.J.F. was responsible for the management of the genome analysis.

P.A. was responsible for the initial idea of the approach for the genome-related activities, and the management of the genome analysis.

M.S. was responsible for the management of the *M. cinxia* database and genome analysis.

O.-P.S., D.B., V.A., P.R., J.T., J.I.K., V.O., L.P., M.J.F., P.A., and M.S. wrote the manuscript.

## Supplementary Material

giab097_GIGA-D-20-00318_Original_Submission

giab097_GIGA-D-20-00318_Revision_1

giab097_GIGA-D-20-00318_Revision_2

giab097_GIGA-D-20-00318_Revision_3

giab097_Response_to_Reviewer_Comments_Revision_2

giab097_Reviewer_1_Report_Original_Submission Annabel Charlotte Whibley -- 1/12/2021 Reviewed

giab097_Reviewer_2_Report_Original_Submission Shanlin Liu -- 1/26/2021 Reviewed

giab097_Reviewer_2_Report_Revision_1 Shanlin Liu -- 6/4/2021 Reviewed

giab097_Reviewer_2_Report_Revision_2 Shanlin Liu -- 7/1/2021 Reviewed

giab097_Supplemental_Files

# Supplementary material for: Improved chromosome-level genome assembly of the Glanville fritillary butterfly (Melitaea cinxia) integrating Pacific Biosciences long reads and a high-density linkage map
**Source:** Gigascience. 2022 Jan 12;11:giab097. doi: 10.1093/gigascience/giab097

## Improved chromosome level genome assembly of the Glanville fritillary butterfly (*Melitaea cinxia*) based on SMRT Sequencing and linkage map. --Manuscript Draft--

## Title page

Improved chromosome level genome assembly of the Glanville fritillary butterfly (*Melitaea cinxia*) based on SMRT Sequencing and linkage map.

Daniel Blande<sup>\*,1</sup>, Olli-Pekka Smolander<sup>\*,2,3</sup>, Virpi Ahola<sup>1,4</sup>, Pasi Rastas<sup>2</sup>, Jaakko Tanskanen<sup>5</sup>, Juhana I. Kammonen<sup>2</sup>, Vicencio Oostra<sup>1,6</sup>, Lorenzo Pellegrini<sup>2</sup>, Suvi Ikonen<sup>1</sup>, Tad Dallas<sup>7</sup>, Michelle F. DiLeo<sup>1</sup>, Anne Duplouy<sup>1,8</sup>, Ilhan Cem Duru<sup>2</sup>, Pauliina Halimaa<sup>9</sup>, Aapo Kahilainen<sup>1</sup>, Suyog S. Kuwar<sup>10,11</sup>, Sirpa O. Kärenlampi<sup>9</sup>, Elvira Lafuente<sup>12</sup>, Shiqi Luo<sup>13</sup>, Jenny Makkonen<sup>9</sup>, Abhilash Nair<sup>1</sup>, Maria de la Paz Celorio-Mancera<sup>14</sup>, Ville Pennanen<sup>15</sup>, Annukka Ruokolainen<sup>1</sup>, Tarja Sundell<sup>2</sup>, Arja I. Tervahauta<sup>9</sup>, Victoria Twort<sup>8</sup>, Erik van Bergen<sup>1</sup>, Janina Österman-Udd<sup>1</sup>, Lars Paulin<sup>2</sup>, Mikko J. Frilander<sup>#,2</sup>, Petri Auvinen<sup>#,2</sup>, Marjo Saastamoinen<sup>#,1,16</sup>

\* These authors contributed equally to the work

# These authors contributed equally to the work

## Abstract

The Glanville fritillary (*Melitaea cinxia*) butterfly is a long-term model system for metapopulation dynamics research in fragmented landscapes. Here, we provide a chromosome level assembly of the butterfly's genome produced from Pacific Biosciences sequencing of a pool of males, combined with a linkage map from population crosses. The final assembly size of 484 Mb is an increase of 94 Mb on the previously published genome. Estimation of the completeness of the genome with BUSCO, indicates that the genome contains 93 - 95% of the BUSCO genes in complete and single copies. We predicted 14,830 gene models using the MAKER pipeline and manually curated 1,232 of these gene models.

The genome and its annotated gene models are a valuable resource for future comparative genomics, molecular biology, transcriptome and genetics studies on this species.

## **Keywords**

*Melitaea cinxia*, Glanville fritillary, Genome, Spatial Ecology

## **Data Description**

### **Context**

Identifying and characterizing genes underlying ecologically and evolutionarily relevant phenotypes in natural populations has become possible with novel genomic tools that can also be utilized in ‘non-model’ organisms. The Glanville fritillary (*Melitaea cinxia*) butterfly, and in particular its metapopulation in the Åland Islands (SW Finland), is an ecological model system in spatial ecology[1,2]. In short, within this archipelago, the species inhabits a network of dry outcrop meadows and pastures, and persists as a classic metapopulation with high turnover in patch occupancy[1]. The network of 4,500 potential habitat patches has been systematically surveyed bi-annually for butterfly occupancy and abundance since 1993[3], providing a vast amount of ecological data on population dynamics[2]. Experimental manipulations under more controlled conditions are also possible due to the small size, high fecundity and relatively short generation time of the species. Consequently, the ecological understanding of the species expands to the life history ecology across development stages[4] (e.g. Kahilainen et al. unpubl.), dispersal dynamics[5,6], species interactions (host plants and parasitoids)[7-11], and stress tolerance[12,13]. During the last decade, the system has also been used to study genetic and evolutionary processes, such as identifying candidate genes

underlying variation and evolution of dispersal in fragmented habitats[14] and host plant preference[15], and assessing allelic variation and their dynamics in space and time with SNP data across populations[16-18]. Several approaches have been used to explore the genetic underpinnings of phenotypic variation in the Glanville fritillary metapopulation, ranging from candidate gene approaches[12,19] to quantitative genetics[20,21], and whole-genome scans[22,23] (including transcriptomics; Kahilainen et al. unpubl.), and included both laboratory and natural environmental conditions.

The first *M. cinxia* genome was released in 2014[24]. This genome was produced from a combination of 454 sequencing for contig assembly, followed by scaffolding with Illumina paired-end (PE), SOLiD mate-pair reads and PacBio data. The size of the final assembly was 390 Mb made up from 8,261 scaffolds, with a scaffold N50 of 119,328. Scaffolds were assigned to chromosomes based on a linkage map produced from RAD sequencing[25]. It was considered that a new genome, sequenced using longer PacBio reads, would result in a more complete assembly and better represent the repetitive areas of the genome.

Here, a new sequencing and assembly of the *M. cinxia* genome has been carried out using a pool of seven male butterflies from a single larval family collected from Sottunga, an island in an eastern part of the archipelago. Sequencing was conducted using the PacBio RSII sequencer. An initial assembly was created using FALCON[26,27] followed by polishing performed with Quiver[26]. A new linkage map was created and used to assign the assembled scaffolds to their correct positions and orientations within the 31 chromosomes. The scaffolds were then gap-filled producing a final assembly of 484 Mb with a scaffold N50 of 17,331,753 bp. Gene prediction on the genome assembly was carried out using MAKER v 2.31.10[28] that was run iteratively using several independent training sets. Manual annotation was performed for 1,232 of the gene models. The genome assembly increases greatly in contiguity and completeness compared to the first genome (Table 1) with superscaffold N50

values of 17,331,753 bp in the new genome compared to 9,578,794 bp in the version 1 genome.

**Table 1.** Assembly statistics were calculated for the *M. cinxia* v2 genome, *M. cinxia* v1 scaffolds, *M. cinxia* v1 chromosomes and *B. mori* using the assembly-stats program (<https://zenodo.org/badge/latestdoi/20772/rjchallis/assembly-stats>). Statistics for *H. melpomene* v2.5 and *P. napi* v1.1 were obtained from LepBase[64].

## Methods

An overview of the processing pipeline for the work is shown in Figure 1.

### *Genomic samples and DNA extraction*

Owing to the facultatively univoltine life cycle of the butterfly in Finland, experimental inbreeding of the species would have taken several years. Therefore, we chose to sample individuals from an island population, Sottunga, expected to harbour low genetic diversity. Sottunga is part of the Åland Islands archipelago in the northern Baltic Sea, and the population was introduced here in 1991 using individuals collected on the mainland of Åland Island[29]. This introduction was carried out with 71 larval families. The distance to the nearest *M. cinxia* population across the water is 5 km, and we therefore assume that the introduced population has been (almost) completely isolated ever since. Furthermore, the effective population size of *M. cinxia* in Sottunga has been very low during the last 24 years (on average 57 larval nests/year in 1993-2019), and it has experienced several strong bottlenecks[30]. Using genomic markers, Fountain et al.[16] demonstrated that samples from the Sottunga population separate clearly from samples collected on the mainland.

During the fall survey of 2014 (see Ojanen et al. for details of the survey[3]) we collected individuals from one larval group on the island of Sottunga (patch number 1439, see Schulz et al. for specific location[31]). The larvae were collected once they were in diapause and most likely comprise full-sibs[17]. The larval group was kept in diapause (+5 °C) until the following spring and then reared to adulthood under common garden conditions (28:8°C; 12L:12D) at the Lammi Biological Station, University of Helsinki. After eclosion, butterflies were sexed and stored at -80°C. High-molecular-weight DNA was isolated from seven adult males using the caesium chloride (CsCl) method[24].

### *SMRT sequencing libraries and sequencing*

Library construction for Pacific Biosciences sequencing was carried out using the protocols recommended by the manufacturer (Pacific Biosciences, Menlo Park, CA, USA). Genomic

DNA was sheared using a Megaruptor (Diagenode, Seraing, Belgium) followed by damage repair, end-repair, hairpin ligation, and size selection using BluePippin (Sage Science, Beverly, MA, USA). After primer annealing and polymerase binding, the DNA templates were sequenced on a PacBio RSII sequencer using P6/C4 chemistry and 360 min video time at the DNA Sequencing and Genomics Laboratory, Institute of Biotechnology, University of Helsinki, Finland[32].

### *Genome Assembly*

The genome was assembled using the FALCON assembler (FALCON-Integrate-1.8.6)[26,27] with a read cut-off of 18,000. This cut-off was experimentally found to give the best contiguity for the assembly, while minimizing (within a small margin of error) the percentage of possibly erroneous contigs. The assembly errors were evaluated based on a genetic map from the previously published genome[24]. The assembly was based on 1,939,889 PacBio reads, 24,409,505,551 bp in total, with an N50 of 18,479 bp which is approximately 50x coverage based on the final genome size. With the selected read cut-off the data produced 10.8 Gb of corrected reads which were further assembled using the Falcon software. The assembly yielded 4,559 primary contigs containing 739.9 Mb with an N50 of 340 kb and 1,661 alternative contigs containing 118.1 Mb with an N50 of 85,246 bp. The data were also assembled using miniasm software (0.2-r137-dirty)[33] which yielded similar results.

To evaluate the putative chimeric contigs and assembly errors suggested by the genetic map, the raw SMRT sequencing data were mapped to the assembly using the Burrows-Wheeler Aligner (BWA-0.7.17) with the MEM algorithm[34]. The alignments of the 425 regions discovered as possibly chimeric were visually inspected. Of these regions, 92 showed even read coverage and no evident signs of assembly errors, while 333 regions contained areas

with low coverage and/or repeat regions that led to erroneous overlaps and misassemblies.

The assembly was split in the positions where the error was observed. The resulting assembly was polished using the SMRT sequencing data and Quiver[26] software from the SMRT Tools-package (PacBio).

### *Linkage Map*

Linkage mapping was constructed from whole genome resequencing data of F2 crosses of *M. cinxia* (Ahola et al., unpublished). The grandparents of these F2 crosses are offspring of wild collected *M. cinxia* originating from two distantly related *M. cinxia* populations around the Baltic Sea; the Åland Islands (ÅL)[1] and Pieni Tytärsaari (PT) populations[35]. Between population crosses of type ÅL♂xPT♀ and ÅL♀xPT♂ were established to create the F1 population. Part of these F1 individuals were used to establish the F2 families, actively avoiding mating among siblings. A subset of the resulting full-sib families were reared to adulthood, and five of these F2 families, together with their parents and grandparents, were selected for resequencing. In total, resequencing included ten grandparental individuals, ten F1 parents and 165 F2 individuals (N=185).

All the larvae from different generations completed development under common garden conditions (28:15°C; 12L:12D) utilizing fresh leaves of greenhouse grown *Veronica spicata*. Diapausing larvae were kept in a growth chamber at +5°C and 80% RH for approximately seven months to mimic the normal wintertime conditions for these butterflies. Adults were kept in hanging cages (of 50 cm height and 40 cm diameter) at ~26:18°C; 9L:15, and fed *ad libitum* with 20% honey-water solution throughout the experiments.

Before DNA extraction the adult butterflies were stored at -80°C, and either thorax or abdomen tissue of these individuals was used for sequencing. Tissues were homogenized prior to extraction using TissueLyser (Qiagen, Venlo, The Netherlands) at 30/s for 1.5 mins

with Tungsten Carbide Beads, 3 mm (Qiagen, Venlo, The Netherlands) and ATL buffer (Qiagen, Venlo, The Netherlands). DNA was extracted using the NucleoSpin 96 Tissue Core Kit (Macherey-Nagel) according to the manufacturer's protocol with the exception that lysing time was extended to overnight. The samples were additionally treated with RNase A (Thermo Scientific) before sequencing. Sequencing was made using Illumina Hi-Seq with 125 bp paired-end reads.

The mapping procedure followed the Lep-MAP3[25] pipeline. First, individual fastq files were mapped to the contig assembly using BWA MEM (BWA-0.7.17) [34] and individual bam files were created using SAMtools (1.6)[36,37]. SAMtools mpileup and the scripts pileupParser2.awk and pileup2posterior.awk were used to obtain input data for Lep-MAP3. Then ParentCall2 (parameter: ZLimit=2) and Filtering2 (parameters: dataTolerance=0.0001; removeNonInformative=1; familyInformativeLimit=4) were run to obtain data with at least four informative families for each marker, resulting in a final input with almost 2.5M markers.

SeparateChromosomes2 was run on the final data (parameters lodLimit=20; samplePair=0.2; numThreads=48) to obtain 31 linkage groups with a total of 2.4M markers. OrderMarkers2 was run (parameter recombination2=0) on each linkage group (chromosome). This map was used to anchor the contig assembly into chromosomes. To validate anchoring, the map construction was repeated in the same way except that OrderMarkers2 was run on the physical order of markers to reduce noise in the linkage map. Finally, the raw data were re-mapped to the gap-filled chromosome level assembly and the linkage map was re-done in the new physical order to infer final recombination rates.

*Anchoring the genome and resolving haplotypes using the linkage map*

The contigs were aligned against each other and lift-over chains were created by running the first two steps (batch A1 and A2) of HaploMerger2[38]. By inspecting this chain, contigs fully contained in some longer contig were removed. Initial contig order and orientation within each chromosome was calculated by the median map position of each contig and the longest increasing subsequence of markers, respectively. For each chromosome, Marey map and contig-contig alignments from the chain were recorded. The contigs orders and orientations were manually fixed when needed and any assembly errors that were found were corrected by splitting the contigs accordingly. Also, partially haplotypic contigs were found and collapsed based on the Marey maps and contig-contig alignments. This manual work resulted in the final reference genome sequence including start and end positions of contigs in the correct order and orientation for each chromosome. Finally, the haplotype corrected genome was gap-filled using PBJelly software (PBSuite\_15.8.24)[39] with the original SMRT sequencing data, and polished with the Quiver tool[26] from the SMRT Tools-package 2.3.0 (PacBio) and with Pilon (1.21)[40].

The chromosomes were aligned against the *Heliconius melpomene* (2.5)[41,42] and *Pieris napi*[43] genomes using the LAST aligner(938)[44] to check structural similarity between the species (Supplementary Figures S1-13). An overview alignment for *H. melpomene* was created using D-GENIES (1.2.0)[45] (Figure 2). The data show a high level of collinearity between *M. cinxia* and *H. melpomene* chromosomes, as described before in Ahola et al.[24]. A notably interesting point is the lack of collinearity with sex chromosomes (*M. cinxia* chromosome 1 & *H. melpomene* chromosome 21). Furthermore, the visible vertical lines show the effect of long read assembly on repeat resolution. In *M. cinxia* the repeats are placed in single chromosomes whereas in *H. melpomene* they are present in all chromosomes.

#### *Repeat masking and annotation*

Genomic assemblies were masked with *de novo* repeat libraries by RepeatMasker v.4.0.9 (<http://www.repeatmasker.org/>). *De novo* repeat libraries were constructed from original PacBio reads with lengths over 30,000bp and assembled scaffolds (pseudo chromosomes) using RepeatModeler v 1.0.10 (<http://www.repeatmasker.org/RepeatModeler/>) and the LtrHarvest/LtrDigest-pipeline[46,47]. Repeat families were clustered using cd-hit-est applying 80/80-rule (80% identity over 80% length)[48]. Repeat annotations were confirmed by RepBase Release 20181026[49] and Dfam version 3.1[50].

### *Transcriptome assembly*

In order to aid construction of gene models, we used two transcriptome assemblies, each based on separate RNASeq data sets. Transcriptome 1 was produced using a set of 78 individually sequenced female larvae of an outbred lab population (Kahilainen et al. unpubl. data), sequenced to an average depth of 17.3M reads (read lengths 85 bp and 65 bp for forward and reverse PE reads, respectively). As the two sexes are practically indistinguishable in the larval stages, the females were identified based on homozygosity across a set of 22 Z-chromosome specific SNP loci (Kahilainen et al. unpubl. data). To remove Illumina adapter sequences, we trimmed raw reads using Trimmomatic (Trimmomatic-0.35)[51], and normalised using Trinity v2.6.5[52]. We then used two separate procedures to construct *de novo* transcriptome assemblies, Trinity (v2.6.5) and Velvet / Oases (1.2.10)[53]. Trinity was run with standard settings, whereas Velvet / Oases used a range of nine kmer sizes (21 to 99 bp), producing a separate assembly for each kmer size. We then combined the resulting assemblies, filtered the combined assembly using the EvidentialGene (tr2aacds.pl VERSION 2017.12.21)[54] pipeline, and removed contigs smaller than 200 bp or expressed at a low level ( $< 1$  normalized counts per million), yielding the final assembly. Transcriptome 2 was constructed from a set of 12 adult females (thorax and abdomen, without ovaries) and 48 first instar larvae, as part of a separate gene expression

study (Oostra et al. unpubl. data). RNA from these 60 individual samples was sequenced to an average depth of 16.6M reads (86/74 bp PE). The stranded RNA-seq libraries were made using Ovation® Universal RNA-Seq System (Nugen) with custom ribosomal RNA removal. The libraries were paired-end sequenced on a NextSeq 500 using the 150 bp kit (Illumina) at the DNA sequencing and genomics laboratory Institute of Biotechnology University of Helsinki. We trimmed the reads using fastp (v0.20.0)[55], and used the HISAT2 (2.0.4) / StringTie (1.3.5) pipeline[56] to construct a genome-guided transcriptome assembly, mapping the RNAseq reads to the new genome assembly.

### *Gene model Annotation*

Initial gene predictions were obtained by running the MAKER v 2.31.10[28] gene prediction programme in an iterative procedure. In the first round of MAKER, transcriptome assembly 1, described above, was provided as evidence, and genes were predicted solely from the aligned transcripts. This resulted in 14,738 gene models. These gene models were then used for training the SNAP (2013-02-16)[57] and AUGUSTUS (3.3.2)[58] gene predictors. A second round of MAKER was run providing the *de novo* transcripts, trained gene prediction models, repeat masking file and protein data from other lepidopteran species. The MAKER settings were adjusted to allow prediction of gene models without requiring a corresponding transcript in the *de novo* transcriptome assembly. Following each round of MAKER gene prediction, the annotation completeness was assessed using BUSCO[59,60].

### *Manual Annotation*

Manual annotation was performed for 1,232 genes, using the Apollo collaborative annotation system version 2.1.0[61]. The collaborative annotation environment was set up in Ubuntu Linux 14.04 server with 250 GB RAM and 48 AMD Opteron 6,168 processing cores. This was later upgraded to a cloud server provided by the Finnish IT Center for Science (CSC) and

running on Ubuntu Linux 18.04 with 200 GB RAM and 40 Intel Xeon model 85 processing cores. Evidence tracks were produced containing gene predictions from three rounds of MAKER, RNASeq alignments of sequence reads and protein alignments from other species (Table 2). RNASeq alignments comprised a mixed tissue pooled sample, an abdomen pooled sample and six larval samples (from transcriptome 1) selected to represent a diverse range and included, for example, both sexes and different family backgrounds.

**Table 2.** Evidence tracks that were used during the manual annotation of 1,232 *M. cinxia* genes

### *Final Gene Models*

Following the manual annotation, the SNAP[57] and AUGUSTUS[58] gene predictors were retrained using the manually annotated gene models. MAKER was run using the updated gene predictors, transcriptome 1 and 2, and also using a masking file for repeats. As a final step to incorporate the manually annotated gene models, MAKER was run providing the previous MAKER file to pred\_gff and the manually annotated models to model\_gff. Gene functional prediction was performed using Pannzer v2[62].

### *Ortholog identification*

Predicted protein sequences from *Bombyx mori*[63] (January 2017 gene models), *P. napi*[43] and *H. melpomene* (Hmel2.5)[41,42] were downloaded from silkbase <http://silkbases.ab.a.u-tokyo.ac.jp/cgi-bin/download.cgi>, LepBase[64] and the Butterfly Genome Database <http://butterflygenome.org/?q=node/4> respectively. OrthoFinder v2.3.3[65] was run to identify orthologs between *M. cinxia*, *B. mori*, *P. napi* and *H. melpomene* using blast as the search tool (Figure 3 & Supplementary Figure S14).

### **Data Validation and quality control**

To assess the quality of the assembly, assembly statistics were generated using assembly-stats[64] and compared to the v1 genome as well as the *H. melpomene*, *B. mori* and *P. napi* genome assemblies (Table 1). The new genome contains 94 Mb more sequence than the previous scaffold assembly. The N50 length and L50 value at scaffold or chromosome level have improved greatly compared to the previous genome. To check for possible duplication or missing areas in the assembly, an assessment was made of the completeness of single copy orthologs from BUSCO[59,60] eukaryota, arthropoda and metazoa gene sets (Table 3). In each of the gene sets, 93.4-94.9% of the expected single copy orthologs were found in complete and single copies. The duplication rate was estimated to be between 1.4 and 2.3%. A total of 1,232 gene models were manually curated using the Apollo annotation system[61] to ensure the quality of the models. To test for contamination, the predicted protein sequences were checked with AAI-profiler[66] to identify sequences originating from different taxa (supplementary files 1-3 (AAI.html, matrix.html, krona.html)). Overall, 42% of the genome was composed of repeat sequences (Figure 4 and Supplementary Figures S15-20 (chromosome specific repeat classes)). There were no clear differences in the repeat contents between chromosomes (Supplementary Table 1). Long interspersed elements (LINE) were the most prevalent.

**Table 3.** BUSCO completeness estimates of the v2 genome based on the eukaryota, arthropoda and metazoa gene sets.

### Re-use potential

The substantial improvements in contiguity and gene annotation quality of the new genome will enable a range of important new studies and open up possibilities for future work. Current research aims at identifying mechanisms underlying key life history adaptations, exploring the extent of natural variation and selection on these adaptations in wild populations, and integrating these insights with the exceptional ecological, demographic, and climatic data available for this system. Future studies in this direction will help understand the mechanisms maintaining variation in life-histories across spatial and temporal scales, and on the extent to which phenotypic variation in these and other traits may contribute to a population's adaptive capacity under climate change. Several studies in different species illustrate how stress responses can be crucial for survival under variable environments, both within and between generations. The Glanville fritillary is being used to explore how environmental information is translated into adaptive phenotypic changes, and how these responses are transmitted to future generations, using transcriptomic and epigenetic approaches. Such studies will greatly benefit from an improved annotation permitting exon-specific expression quantification, and identification of epigenetic marks and other functional variants outside coding regions. Exploiting current and past large-scale sampling efforts, these new studies apply population genomic approaches that are greatly facilitated by the increased assembly contiguity, for instance by permitting linkage disequilibrium (LD) and

haplotype-based selection analyses. Other avenues of research enabled by the improved genome assembly include structural variation, regulatory evolution, recombination rate variation, and coalescent-based demographic analyses. The increasing availability of chromosome-level lepidopteran genomes such as ours permits exciting new comparative phylogenetic analyses, for example of chromosome and genome evolution.

#### **Availability of source code and requirements (if used in the paper)**

Not applicable

#### **Availability of supporting data**

The SMRT sequencing reads used for the genome assembly have been deposited to the sequence read archive under Bioproject PRJNA607899 accession number SRR11184190.

The genome has been deposited to GenBank under Bioproject PRJNA607899

The Illumina reads used for the linkage map have been deposited to the sequence read archive under Bioproject PRJNA608928 accession numbers SRR11186917- SRR11187107.

Transcriptome 1 RNASeq reads have been deposited to NCBI GEO under accession number GSE159376

Transcriptome 2 RNASeq reads have been deposited to NCBI SRA under ioproject PRJNA670126

#### **Declarations**

#### **List of abbreviations**

Not applicable

## **Ethics approval and consent to participate**

There are no ethical policies related to working with insect data. The Glanville fritillary is not considered endangered in the Åland islands and no permits are required for sampling.

However, we note that within this project the larval sampling for genetic analyses is done non-invasively in the field, ensuring insignificant demographic impact. In addition, as the sampling will take place prior diapause (Åland) when mortality is generally the highest – the collection has negligible effect on the family survival or the demography of populations.

## **Consent for publication**

Not Applicable

## **Competing interests**

'The authors declare that they have no competing interests'.

## **Funding**

Funding for M.S, D.B, V.O, E.vB, J.T & A.K was provided by a grant from the European Research Council (Independent Starting Grant No. 637412 'META-STRESS' to MS) and J Ö-U, V.A and D.B from the Academy of Finland grant (Decision No. 304041 to MS & Decision No. 283108 to Ilkka Hanski). A.D was funded by a Marie Skłodowska Curie Individual Fellowship (#790531, Host Sweet Home). O-P.S. was supported by the "TTÜ development program 2016– 2022", project code 2014-2020.4.01.16-0032.

## **Authors' contributions**

O-P.S assembled the genome, processed the chimeric contigs, performed the gap filling and the polishing of the assembly, and participated in the genome analysis.

V.A was responsible for the initial idea of the approach for the genome related activities, coordinated first part of the project, designed and produced data for the linkage map, worked on solving the haplotypes from the initial assembly.

D.B performed gene prediction, functional annotation, ortholog prediction, and managed the manual annotation.

J.K installed and managed the Apollo annotation server.

S.I was responsible for larval rearing and preparation of butterfly crosses.

P.R performed the linkage mapping and anchored the genome onto chromosomes.

V.O assembled the transcriptomes used for gene prediction.

Lo.P manually inspected the chimeric contigs.

A.R performed DNA extraction.

D.B, J.K, V.O, T.D, M.F.D, A.D, I.C.D, P.H, A.K, S.S.K, S.O.K, E.L, S.L, J.M, A.N, M.C-M, V.P, T.S, A.I.T, V.T, E.vB, J.Ö-U and M.S participated in manual annotation.

J.T performed the annotation of transposable elements and repeat classes.

L.P was responsible for the management of the DNA sequencing.

M.J.F was responsible for the management of the genome analysis.

P.A was responsible for the initial idea of the approach for the genome related activities, and the management of the genome analysis.

M.S was responsible for the management of the *M. cinxia* database and genome analysis.

D.B, O-P.S, V.A, P.R, J.T, J.K, V.O, L.P, M.J.F, P.A and M.S wrote the manuscript.

## **Acknowledgements**

The authors wish to acknowledge CSC – IT Center for Science, Finland, for computational resources. We thank Torsti Schulz and Emily Hornett for annotating > 10 genes. We thank the personnel of the DNA sequencing and genomics laboratory (Institute of Biotechnology, Helsinki, Finland) for performing the NGS sequencing.

## **Authors' information**

- <sup>1</sup>. Organismal and Evolutionary Biology Research Programme, University of Helsinki, Finland
- <sup>2</sup>. Institute of Biotechnology, University of Helsinki, Finland
- <sup>3</sup>. Department of Chemistry and Biotechnology, Tallinn University of Technology, Estonia
- <sup>4</sup>. Ming Wai Lau Centre for Reparative Medicine, Karolinska Institutet, Hong Kong
- <sup>5</sup>. Natural Resource Institute (LUKE), Finland
- <sup>6</sup>. Department of Evolution, Ecology and Behaviour, University of Liverpool, UK
- <sup>7</sup>. Department of Biological Sciences, Louisiana State University, USA
- <sup>8</sup>. Department of Biology, Lund University, Sweden
- <sup>9</sup>. Department of Environmental and Biological Sciences, University of Eastern Finland, Finland
- <sup>10</sup>. Department of Entomology and Nematology, University of Florida, USA

- <sup>11</sup>. Department of Zoology, Loknete Vyankatrao Hiray Arts, Science & Commerce College, India
- <sup>12</sup>. Swiss Federal Institute of Aquatic Science and Technology, Department of Aquatic Ecology, Switzerland
- <sup>13</sup>. College of Plant Protection, China Agricultural University, China

V.T - Luomus, Finnish Museum of Natural History, Zoology Unit, University of Helsinki, Helsinki, Finland

S.O.K, P.H and J.M - Biosafe – Biological Safety Solutions Ltd, Microkatu 1 M, 70210 Kuopio, Finland

## Endnotes

Not applicable

**Figure 1.** An overview of the assembly and annotation process of the improved Glanville fritillary genome.

**Figure 2.** A dot-plot structural comparison of the *H. melpomene* genome against the *M. cinxia* v2 genome.

The alignment was created using D-GENIES (1.2.0)[45]. The diagonal lines indicate the collinearity between the two species. The lack of collinearity in sex chromosomes is visible in the upper left corner between Mcnxia\_v2 chr 01 and Hmel2.5 chr 21. The visible vertical lines show repeats that are resolved in Mcinxia\_v2 but are present in all chromosomes in Hmel2.5\_chr.

**Figure 3.** A circos plot showing the orthologs between *M. cinxia* and *H. melpomene*. Orthologs between *M. cinxia* and *H. melpomene* were identified using OrthoFinder and filtered for one-to-one orthologs. The internal links in the circos plot indicate the orthologs between *M. cinxia* and *H. melpomene*. The links are coloured according to the *M. cinxia* chromosome.

**Figure 4.** Relative amounts of different repeat classes in *M. cinxia* genome

Repeat classes and coverage of the *M. cinxia* genome v2: DNA = classII; LINE = Long interspersed elements; LTR = Long terminal repeats; LOW\_COMPLEXITY = Low complexity repeated DNA; RC = Rolling circle elements (e.g. Helitrons); SINE = Short interspersed elements; Satellite = Satellite DNA; SIMPLE\_REPEAT = Simple repeated motifs; EXON = Exonic regions; UNCOVERED = rest of the chromosomes.

## References

- 1 Hanski, I. Habitat connectivity, habitat continuity, and metapopulations in dynamic landscapes. *Oikos* **87**, 209-219, doi:Doi 10.2307/3546736 (1999).

- 2      Ovaskainen, O. & Saastamoinen, M. Frontiers in Metapopulation Biology: The Legacy of Ilkka Hanski. *Annu Rev Ecol Evol S* **49**, 231-252, doi:10.1146/annurev-ecolsys-110617-062519 (2018).
- 3      Ojanen, S. P., Nieminen, M., Meyke, E., Pöyry, J. & Hanski, I. Long-term metapopulation study of the Glanville fritillary butterfly (*Melitaea cinxia*): survey methods, data management, and long-term population trends. *Ecol Evol* **3**, 3713-3737, doi:10.1002/ece3.733 (2013).
- 4      Saastamoinen, M., Hirai, N. & van Nouhuys, S. Direct and trans-generational responses to food deprivation during development in the Glanville fritillary butterfly. *Oecologia* **171**, 93-104, doi:10.1007/s00442-012-2412-y (2013).
- 5      Hanski, I., Saastamoinen, M. & Ovaskainen, O. Dispersal-related life-history trade-offs in a butterfly metapopulation. *J Anim Ecol* **75**, 91-100, doi:10.1111/j.1365-2656.2005.01024.x (2006).
- 6      Niitepõld, K. *et al.* Flight metabolic rate and Pgi genotype influence butterfly dispersal rate in the field. *Ecology* **90**, 2223-2232, doi:Doi 10.1890/08-1498.1 (2009).
- 7      Hanski, I. & Singer, M. C. Extinction-colonization dynamics and host-plant choice in butterfly metapopulations. *Am Nat* **158**, 341-353, doi:Doi 10.1086/321985 (2001).
- 8      Rosa, E., Woestmann, L., Biere, A. & Saastamoinen, M. A plant pathogen modulates the effects of secondary metabolites on the performance and immune function of an insect herbivore. *Oikos* **127**, 1539-1549, doi:10.1111/oik.05437 (2018).
- 9      Rosa, E., Minard, G., Lindholm, J. & Saastamoinen, M. Moderate plant water stress improves larval development, and impacts immunity and gut microbiota of a specialist herbivore. *Plos One* **14**, doi:ARTN e020429210.1371/journal.pone.0204292 (2019).

- 10 Salgado, A. L. & Saastamoinen, M. Developmental stage-dependent response and preference for host plant quality in an insect herbivore. *Anim Behav* **150**, 27-38, doi:10.1016/j.anbehav.2019.01.018 (2019).
- 11 Van Nouhuys, S. & Lei, G. C. Parasitoid-host metapopulation dynamics: the causes and consequences of phenological asynchrony. *J Anim Ecol* **73**, 526-535, doi:DOI 10.1111/j.0021-8790.2004.00827.x (2004).
- 12 de Jong, M. A. & Saastamoinen, M. Environmental and genetic control of cold tolerance in the Glanville fritillary butterfly. *J Evolution Biol* **31**, 636-645, doi:10.1111/jeb.13247 (2018).
- 13 Saastamoinen, M., Ikonen, S., Wong, S. C., Lehtonen, R. & Hanski, I. Plastic larval development in a butterfly has complex environmental and genetic causes and consequences for population dynamics. *J Anim Ecol* **82**, 529-539, doi:10.1111/1365-2656.12034 (2013).
- 14 Niitepõld, K. & Saastamoinen, M. A candidate gene in an ecological model species: Phosphoglucose isomerase (Pgi) in the Glanville fritillary butterfly (*Melitaea cinxia*). *Ann Zool Fenn* **54**, 259-273, doi:Doi 10.5735/086.054.0122 (2017).
- 15 de Jong, M. A., Wong, S. C., Lehtonen, R. & Hanski, I. Cytochrome P450 gene CYP337 and heritability of fitness traits in the Glanville fritillary butterfly. *Mol Ecol* **23**, 1994-2005, doi:10.1111/mec.12697 (2014).
- 16 Fountain, T. *et al.* Predictable allele frequency changes due to habitat fragmentation in the Glanville fritillary butterfly (vol 113, pg 2678, 2016). *P Natl Acad Sci USA* **113**, E5363-E5363, doi:10.1073/pnas.1613041113 (2016).
- 17 Fountain, T. *et al.* Inferring dispersal across a fragmented landscape using reconstructed families in the Glanville fritillary butterfly. *Evol Appl* **11**, 287-297, doi:10.1111/eva.12552 (2018).

- 18 Dileo, M. F., Husby, A. & Saastamoinen, M. Landscape permeability and individual variation in a dispersal-linked gene jointly determine genetic structure in the Glanville fritillary butterfly. *Evol Lett* **2**, 544-556, doi:10.1002/evl3.90 (2018).
- 19 Haag, C. R., Saastamoinen, M., Marden, J. H. & Hanski, I. A candidate locus for variation in dispersal rate in a butterfly metapopulation. *P Roy Soc B-Biol Sci* **272**, 2449-2456, doi:10.1098/rspb.2005.3235 (2005).
- 20 Mattila, A. L. K. & Hanski, I. Heritability of flight and resting metabolic rates in the Glanville fritillary butterfly. *J Evolution Biol* **27**, 1733-1743, doi:10.1111/jeb.12426 (2014).
- 21 Klemme, I. & Hanski, I. Heritability of and strong single gene (Pgi) effects on life-history traits in the Glanville fritillary butterfly. *J Evolution Biol* **22**, 1944-1953, doi:10.1111/j.1420-9101.2009.01807.x (2009).
- 22 Kvist, J. *et al.* Flight-induced changes in gene expression in the Glanville fritillary butterfly. *Mol Ecol* **24**, 4886-4900, doi:10.1111/mec.13359 (2015).
- 23 Kvist, J. *et al.* Temperature treatments during larval development reveal extensive heritable and plastic variation in gene expression and life history traits. *Mol Ecol* **22**, 602-619, doi:10.1111/j.1365-294X.2012.05521.x (2013).
- 24 Ahola, V. *et al.* The Glanville fritillary genome retains an ancient karyotype and reveals selective chromosomal fusions in Lepidoptera. *Nat Commun* **5**, doi:ARTN 473710.1038/ncomms5737 (2014).
- 25 Rastas, P., Paulin, L., Hanski, I., Lehtonen, R. & Auvinen, P. Lep-MAP: fast and accurate linkage map construction for large SNP datasets. *Bioinformatics* **29**, 3128-3134, doi:10.1093/bioinformatics/btt563 (2013).
- 26 Chin, C. S. *et al.* Nonhybrid, finished microbial genome assemblies from long-read SMRT sequencing data. *Nat Methods* **10**, 563-+, doi:10.1038/Nmeth.2474 (2013).

- 27 Chin, C. S. *et al.* Phased diploid genome assembly with single-molecule real-time sequencing. *Nat Methods* **13**, 1050-+, doi:10.1038/Nmeth.4035 (2016).
- 28 Campbell, M. S., Holt, C., Moore, B. & Yandell, M. Genome Annotation and Curation Using MAKER and MAKER-P. *Curr Protoc Bioinformatics* **48**, 4.11.11-39 (2014).
- 29 Thomas, C. D. & Hanski, I. in *Ecology, genetics and evolution of metapopulations* 489-514 (Elsevier, 2004).
- 30 van Bergen, E. *et al.* Summer drought decreases the predictability of local extinctions in a butterfly metapopulation. Preprint at <https://doi.org/10.1101/863795> (2019).
- 31 Schulz, T., Vanhatalo, J. & Saastamoinen, M. Long-term demographic surveys reveal a consistent relationship between average occupancy and abundance within local populations of a butterfly metapopulation. *Ecography* **43**, 306-317, doi:10.1111/ecog.04799 (2020).
- 32 Salojärvi, J. *et al.* Genome sequencing and population genomic analyses provide insights into the adaptive landscape of silver birch. *Nat Genet* **49**, 904-912 (2017).
- 33 Li, H. Minimap and miniasm: fast mapping and de novo assembly for noisy long sequences. *Bioinformatics* **32**, 2103-2110, doi:10.1093/bioinformatics/btw152 (2016).
- 34 Li, H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. Preprint at *arXiv:1303.3997* (2013).
- 35 Mattila, A. L. K. *et al.* High genetic load in an old isolated butterfly population. *P Natl Acad Sci USA* **109**, E2496-E2505, doi:10.1073/pnas.1205789109 (2012).
- 36 Li, H. A statistical framework for SNP calling, mutation discovery, association mapping and population genetical parameter estimation from sequencing data. *Bioinformatics (Oxford, England)* **27**, 2987-2993 (2011).

- 37 Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics (Oxford, England)* **25**, 2078-2079 (2009).
- 38 Huang, S., Kang, M. & Xu, A. HaploMerger2: rebuilding both haploid sub-assemblies from high-heterozygosity diploid genome assembly. *Bioinformatics (Oxford, England)* **33**, 2577-2579 (2017).
- 39 English, A. C. *et al.* Mind the Gap: Upgrading Genomes with Pacific Biosciences RS Long-Read Sequencing Technology. *Plos One* **7**, doi:ARTN e4776810.1371/journal.pone.0047768 (2012).
- 40 Walker, B. J. *et al.* Pilon: An Integrated Tool for Comprehensive Microbial Variant Detection and Genome Assembly Improvement. *Plos One* **9**, doi:ARTN e11296310.1371/journal.pone.0112963 (2014).
- 41 Davey, J. W. *et al.* No evidence for maintenance of a sympatric *Heliconius* species barrier by chromosomal inversions. *Evol Lett* **1**, 138-154, doi:10.1002/evl3.12 (2017).
- 42 Davey, J. W. *et al.* Major Improvements to the *Heliconius melpomene* Genome Assembly Used to Confirm 10 Chromosome Fusion Events in 6 Million Years of Butterfly Evolution. *G3-Genes Genom Genet* **6**, 695-708, doi:10.1534/g3.115.023655 (2016).
- 43 Hill, J. *et al.* Unprecedented reorganization of holocentric chromosomes provides insights into the enigma of lepidopteran chromosome evolution. *Sci Adv* **5**, doi:ARTN eaau3648 10.1126/sciadv.aau3648 (2019).
- 44 Kielbasa, S. M., Wan, R., Sato, K., Horton, P. & Frith, M. C. Adaptive seeds tame genomic sequence comparison. *Genome Res* **21**, 487-493, doi:10.1101/gr.113985.110 (2011).
- 45 Cabanettes, F. & Klopp, C. D-GENIES: dot plot large genomes in an interactive, efficient and simple way. *Peerj* **6**, doi:ARTN e495810.7717/peerj.4958 (2018).

- 46 Ellinghaus, D., Kurtz, S. & Willhoeft, U. LTRharvest, an efficient and flexible software for de novo detection of LTR retrotransposons. *BMC Bioinformatics* **9**, doi:Artn 1810.1186/1471-2105-9-18 (2008).
- 47 Steinbiss, S., Willhoeft, U., Gremme, G. & Kurtz, S. Fine-grained annotation and classification of de novo predicted LTR retrotransposons. *Nucleic Acids Res* **37**, 7002-7013, doi:10.1093/nar/gkp759 (2009).
- 48 Fu, L. M., Niu, B. F., Zhu, Z. W., Wu, S. T. & Li, W. Z. CD-HIT: accelerated for clustering the next-generation sequencing data. *Bioinformatics* **28**, 3150-3152, doi:10.1093/bioinformatics/bts565 (2012).
- 49 Jurka, J. Repbase Update - a database and an electronic journal of repetitive elements. *Trends Genet* **16**, 418-420, doi:Doi 10.1016/S0168-9525(00)02093-X (2000).
- 50 Hubley, R. *et al.* The Dfam database of repetitive DNA families. *Nucleic Acids Res* **44**, D81-D89, doi:10.1093/nar/gkv1272 (2016).
- 51 Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics (Oxford, England)* **30**, 2114-2120 (2014).
- 52 Grabherr, M. G. *et al.* Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nat Biotechnol* **29**, 644-652 (2011).
- 53 Schulz, M. H., Zerbino, D. R., Vingron, M. & Birney, E. Oases: robust de novo RNA-seq assembly across the dynamic range of expression levels. *Bioinformatics (Oxford, England)* **28**, 1086-1092 (2012).
- 54 Gilbert, D. Gene-omes built from mRNA-seq not genome DNA. (2013).
- 55 Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics (Oxford, England)* **34**, i884-i890 (2018).

- 56 Perteau, M., Kim, D., Perteau, G. M., Leek, J. T. & Salzberg, S. L. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc* **11**, 1650-1667 (2016).
- 57 Korf, I. Gene finding in novel genomes. *BMC Bioinformatics* **5**, 59 (2004).
- 58 Lomsadze, A., Ter-Hovhannisyan, V., Chernoff, Y. O. & Borodovsky, M. Gene identification in novel eukaryotic genomes by self-training algorithm. *Nucleic Acids Res* **33**, 6494-6506 (2005).
- 59 Simao, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V. & Zdobnov, E. M. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics* **31**, 3210-3212, doi:10.1093/bioinformatics/btv351 (2015).
- 60 Waterhouse, R. M. *et al.* BUSCO Applications from Quality Assessments to Gene Prediction and Phylogenomics. *Mol Biol Evol* **35**, 543-548, doi:10.1093/molbev/msx319 (2018).
- 61 Dunn, N. A. *et al.* Apollo: Democratizing genome annotation. *PLoS Comput Biol* **15**, doi:ARTN e100679010.1371/journal.pcbi.1006790 (2019).
- 62 Törönen, P., Medlar, A. & Holm, L. PANNZER2: a rapid functional annotation web server. *Nucleic Acids Res* **46**, W84-W88, doi:10.1093/nar/gky350 (2018).
- 63 Kawamoto, M. *et al.* High-quality genome assembly of the silkworm, *Bombyx mori*. *Insect Biochem Mol Biol* **107**, 53-62, doi:10.1016/j.ibmb.2019.02.002 (2019).
- 64 Challis, R. J., Kumar, S., Dasmahapatra, K. K., Jiggins, C. D. & Blaxter, M. Lepbase: the Lepidopteran genome database. Preprint at <https://www.biorxiv.org/content/10.1101/056994v1.abstract> doi:10.1101/056994 (2016).
- 65 Emms, D. M. & Kelly, S. OrthoFinder: phylogenetic orthology inference for comparative genomics. *Genome Biol* **20**, doi:ARTN 23810.1186/s13059-019-1832-y (2019).

- 66 Medlar, A. J., Törönen, P. & Holm, L. AAI-profiler: fast proteome-wide exploratory analysis reveals taxonomic identity, misclassification and contamination. *Nucleic Acids Res* **46**, W479-W485, doi:10.1093/nar/gky359 (2018).
- 67 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21, doi:10.1093/bioinformatics/bts635 (2013).
- 68 Slater, G.S and Birney, E. Automated generation of heuristics for biological sequence comparison. *BMC Bioinformatics* **6:31**; doi: 10.1186/1471-2105-6-31 (2005).

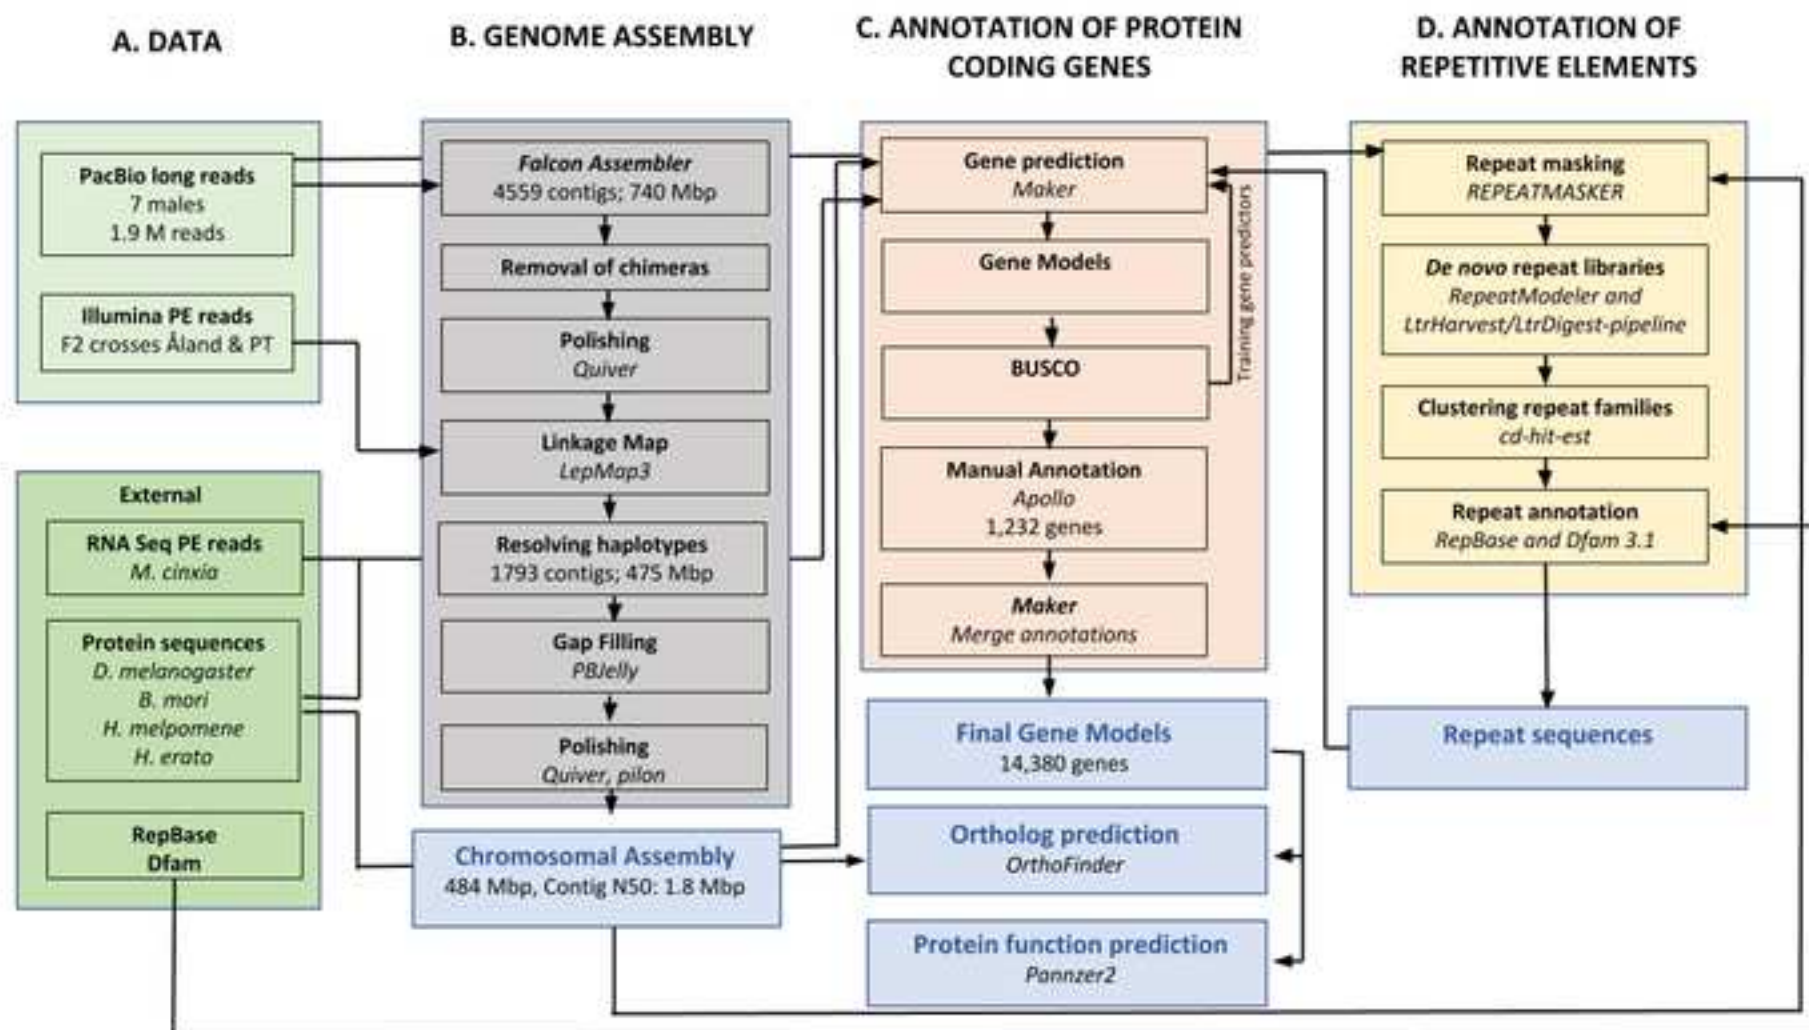

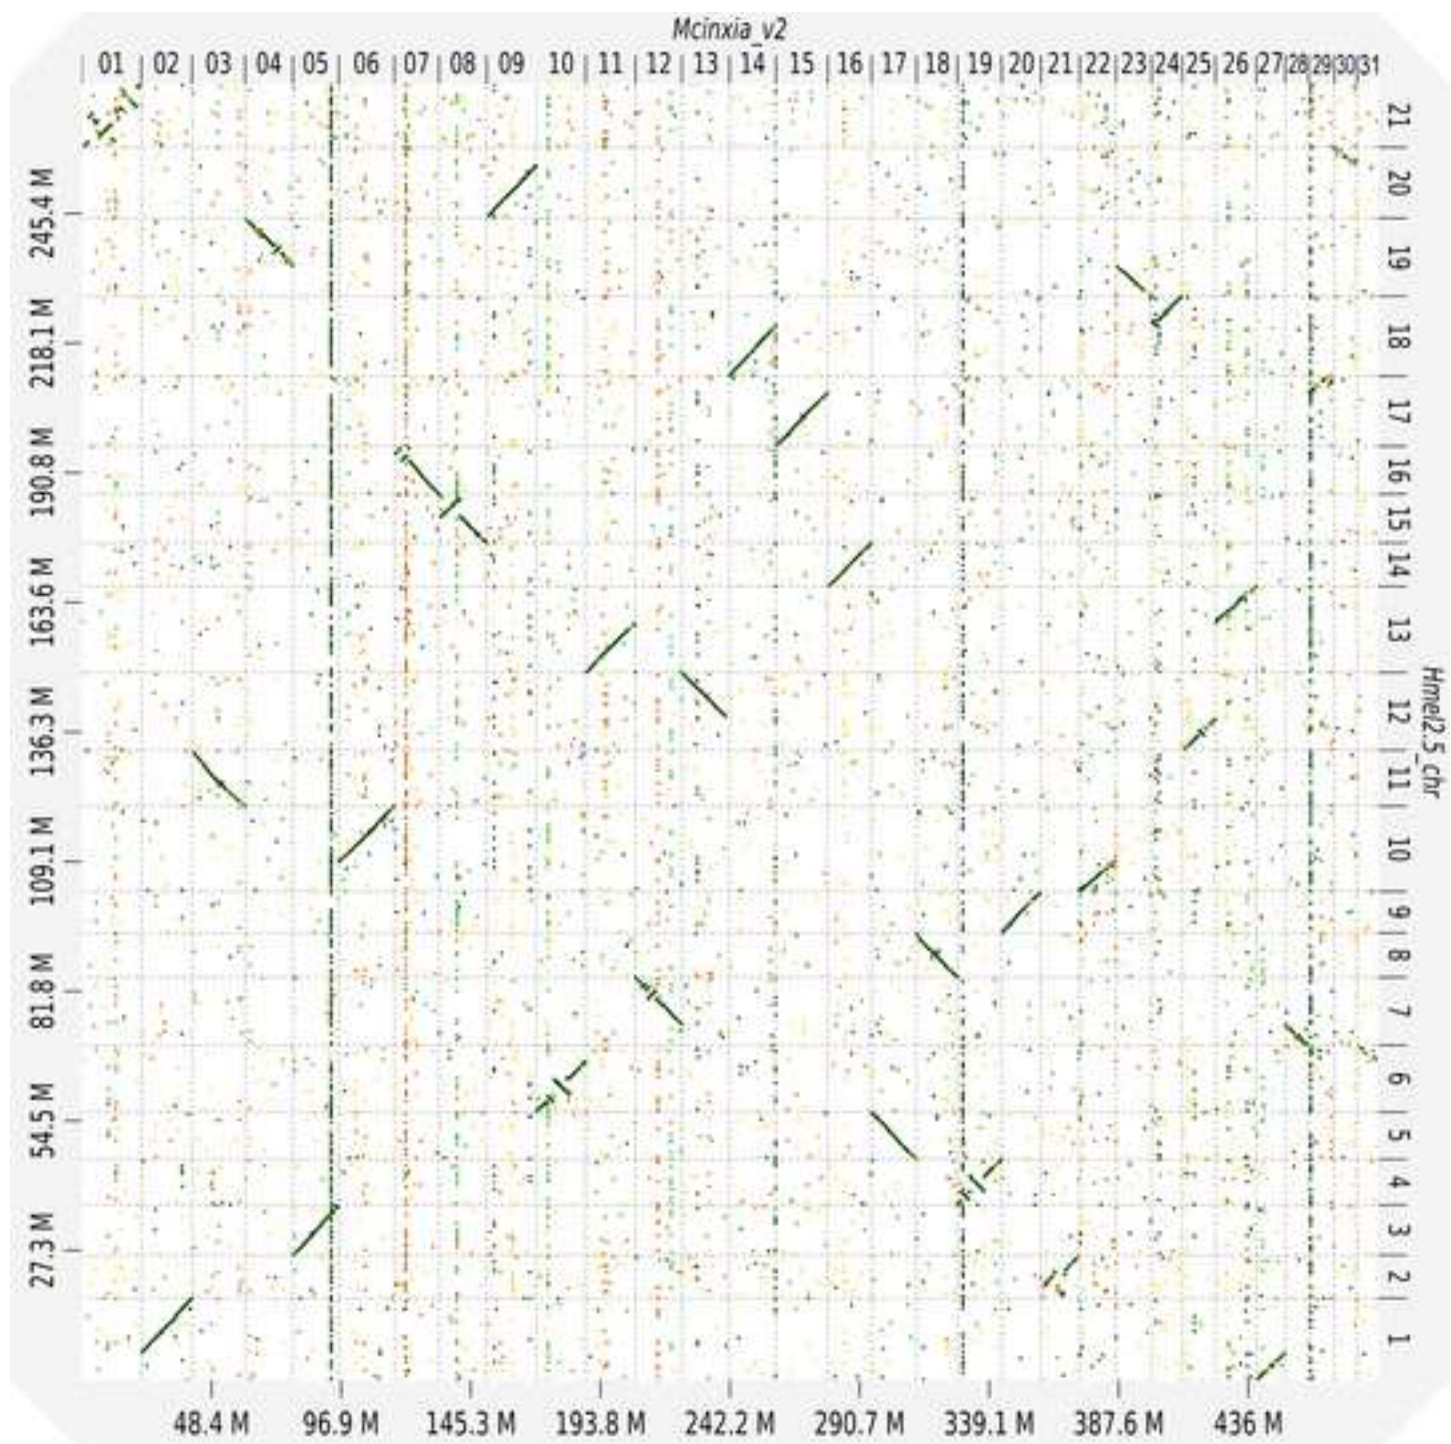

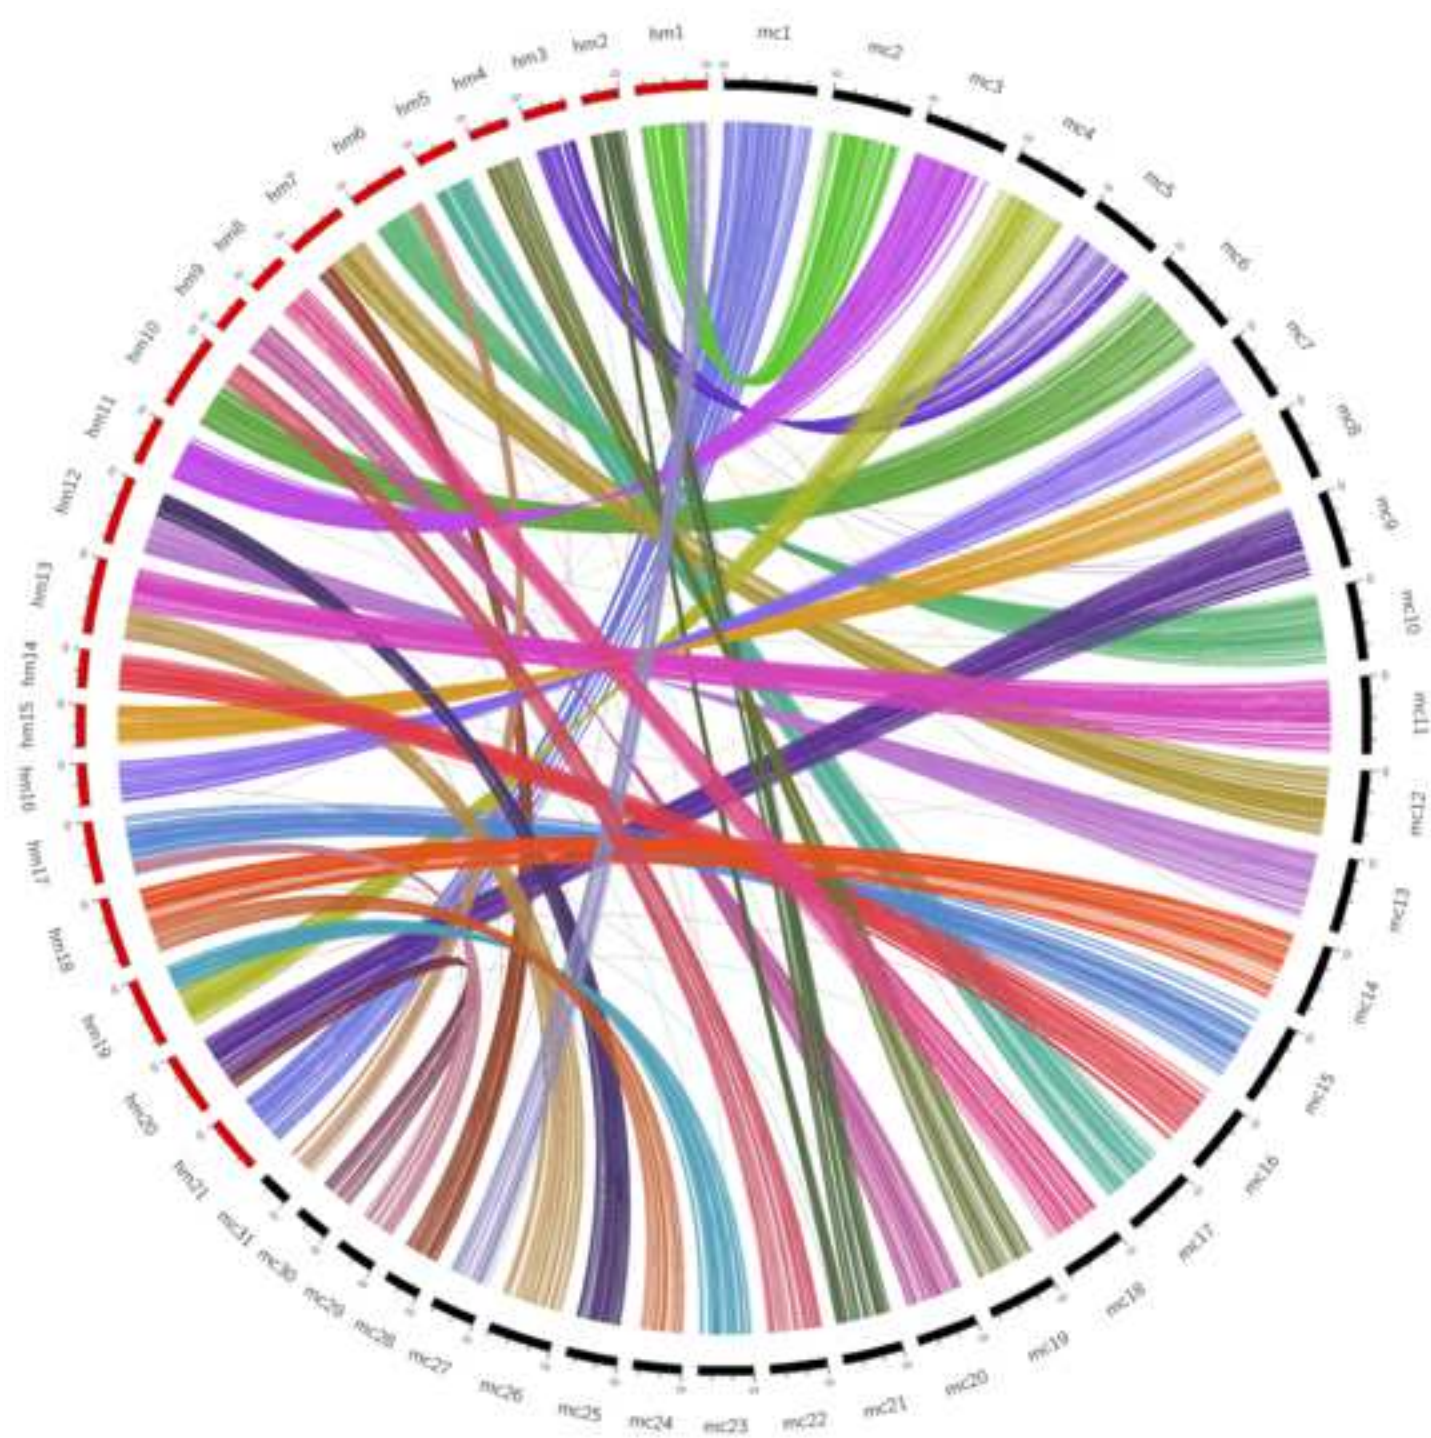

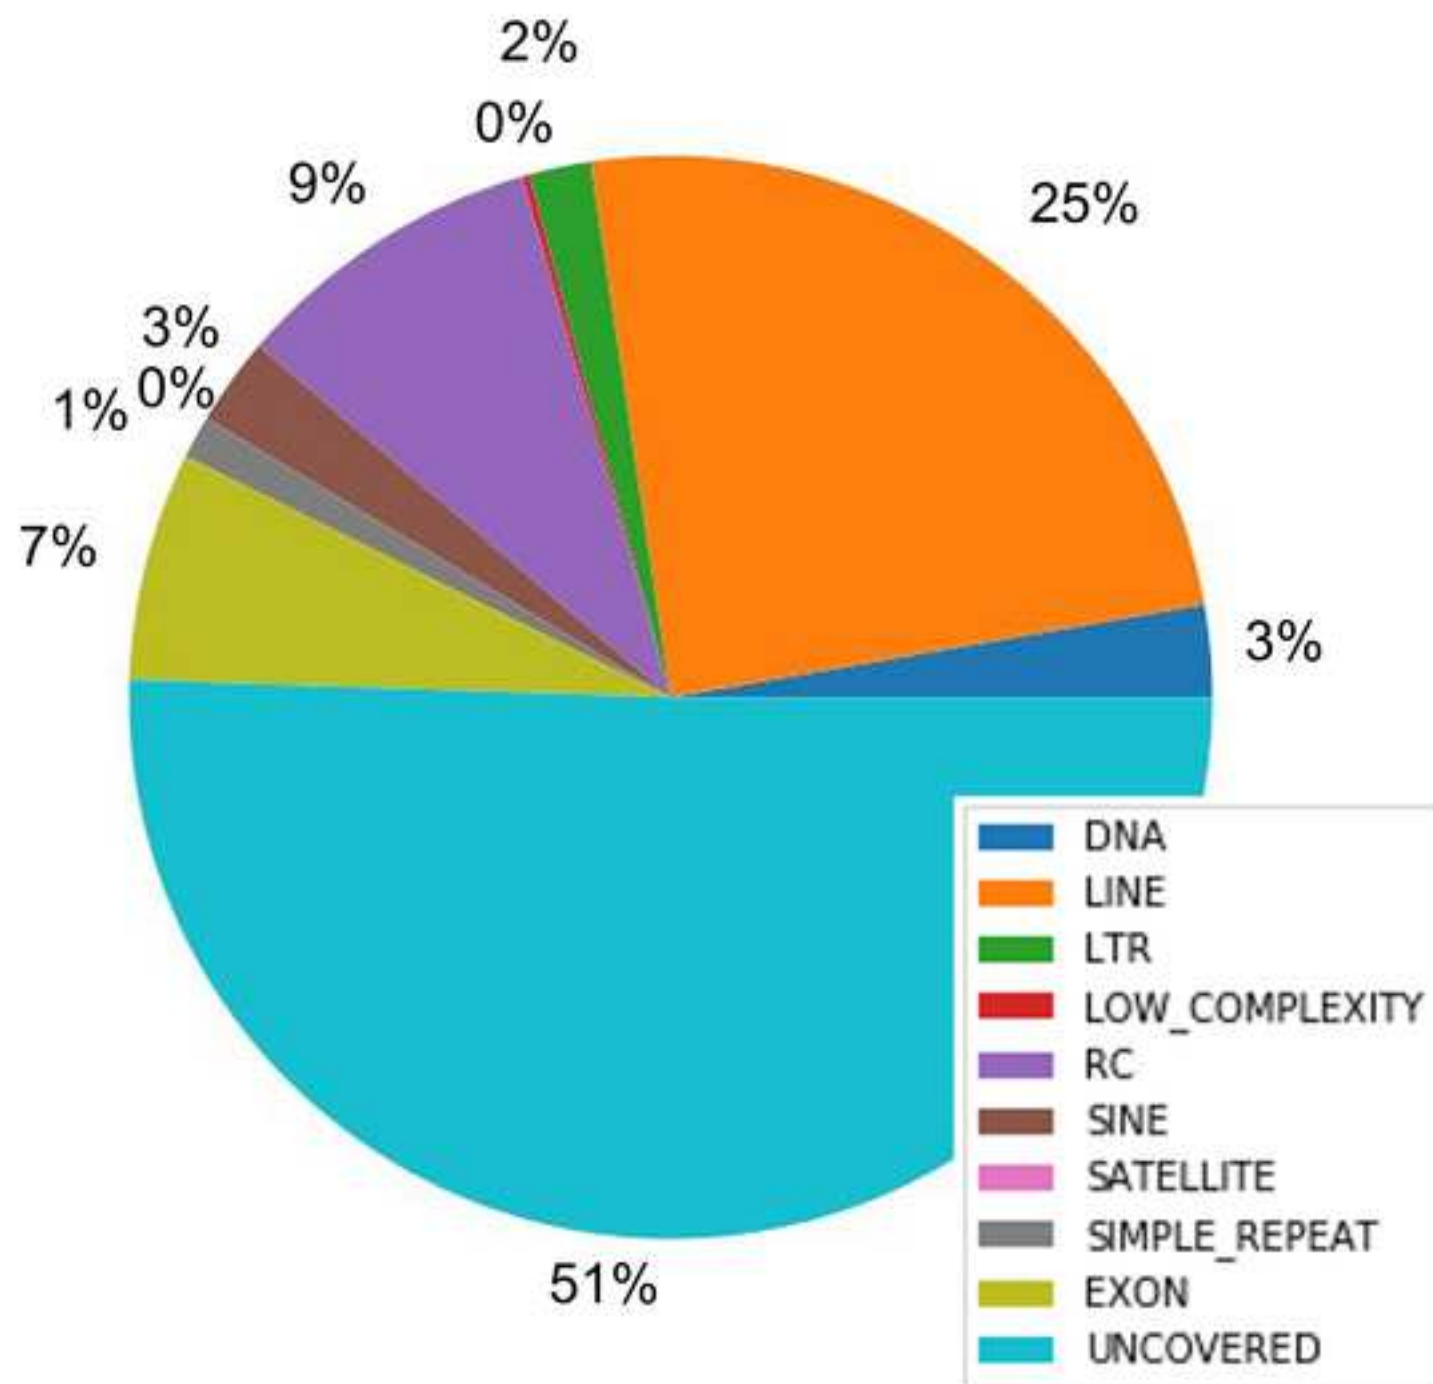

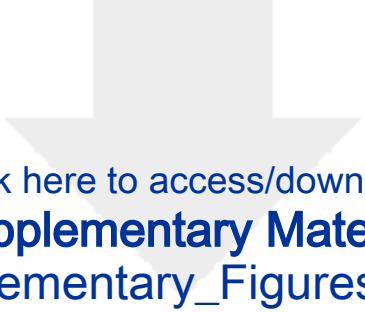

Click here to access/download  
**Supplementary Material**  
Supplementary\_Figures.docx

How the deposited data were processed for this re-analysis (not part of the article)

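Transcriptome 1 was studied through RNA-seq libraries of 77 larvae in instar 4, each larva being one library and one replicate. Treatment, full-sib family and egg clutch were taken from the sample labels, and each larva was matched to its column by its own code. The paper counts 78 larvae. The remaining larva, under constant water limitation, had no column of counts and could not be analysed here. Its labels also give no family. The comparisons had been planned for 78 larvae.

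The authors trimmed reads, built contigs with Trinity and Velvet/Oases, reduced them with EvidentialGene and deposited a table of estimated counts per contig and larva. The program that made the estimated counts and its settings are not named in the paper's text. Values were given to 2 decimals, and 76.8% of the values above 0 were whole. The authors also deposited a filtered table of estimated counts with 17838 of the 69153 putative transcripts. Each of its 1373526 values was compared with the same transcript and larva in the unfiltered table, and 0 differed, so that the filtered table carries no normalization beyond that of the unfiltered one. The unfiltered table was used throughout, and the filtered table served only as a list of transcripts. The planned tests assumed whole counts, so estimated counts were rounded to whole numbers before every test.

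Detection, accumulation and shares of counts were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Differences in single values between treatments or families were tested by permuting labels 100000 times and comparing F ratios. The tables hold counts of reads and no molecular identifiers, so that a total of 8089208 to 13624824 counts per larva sets the counting precision, and 1 CPM in the smallest library rests on only a few counts.

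Differential expression was tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Transcripts with at least 1 CPM of the plain library total in at least 19 larvae were kept, which left 15445. Library sizes were normalized by TMM, with factors from 0.69 to 1.308. A quasi-likelihood model with family and treatment was fitted to all 77 larvae, with robust estimation, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Early, late and constant water limitation were each compared with control, and all treatments, all families, the treatment by family interaction and the clutches within families were tested with F-tests. Treatment effects within each family came from one fit with a term for each family and treatment. The design named edgeR's quasi-likelihood test without saying which version of its fit. Both the current fit and the earlier fit of edgeR were seen before the current one was taken as the reported fit, and the counts of the earlier one are among the alternatives.

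The models were tested on simulated counts drawn from the family means and library sizes of the larvae. In each of 2 steps, 200 of 15445 transcripts were changed by known amounts, all at least 2-fold. Counts were drawn independently for each transcript and larva, with no difference between clutches and no conditions shared by larvae. For constant water limitation against control, 281 transcripts were called. Of the changed transcripts 95.5% were recovered, and 18 transcripts with no simulated change were called. The other calls were transcripts changed for the interaction step, only in F-6 larvae under constant water limitation, and so had a simulated change as well. For the interaction, 77.5% were recovered and 13 unchanged transcripts were called. Early and late water limitation, simulated without change, gave 0 and 0 calls. These values measure neither the recovery of smaller changes nor the calls that conditions shared by larvae can give. In the real larvae, exchanging treatment labels within families gave up to 925 transcripts for constant water limitation and 754 for the interaction.

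The alternatives set before the data were examined were RLE size factors, no filter on low counts, the transcripts of the authors' filtered table, DESeq2 1.42.0, no covariate, egg clutch in place of family, only the 2 treatments compared, each family left out, other thresholds for detection and 1 CPM, and counts drawn down to the smallest library total for detection. Chosen after seeing the data were the tests within families, the earlier edgeR fit, counts summed over the contigs of one assembler locus, tests on counts drawn down to equal depth, tests without the 100 most abundant transcripts, fits without each larva, fits without each family for constant water limitation, and egg clutch as the main term of the interaction. To judge how often other groupings gave as many transcripts, labels were exchanged in 100 splits, the real one included. In a second version, whole sets of larvae of one clutch in one treatment were exchanged; there were 30 such sets.

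The transcripts named were fixed by a rule written before the data were examined. They are the 2 with the largest rise and the 2 with the largest fall under each water limitation, among those with an adjusted p under 0.05 and the same sign in all 4 families, the 2 with the smallest p for family, and the 5 with the largest share of counts. Of the last, the first 2 are named and the others left out, because the tables do not pair transcript names with gene names. For the same reason no gene names are given. No part of the work used a reference genome, and Transcriptome 2 was not analysed here.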

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

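The within-family tests, the interaction with egg clutch as the main term, the test of contigs at one locus and the test of mislabelled larvae were chosen only after the results were seen. The exchange of whole sets of larvae was devised after the interaction and its splits of single larvae had been seen, its versions for the other treatment, clutch and family results followed the result for the interaction, and its version within families replaced a first version after the counts of that version were seen. The counts for the interaction, the families and the loci had been seen before their tests were written down.

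A total of 4 larvae lay far from the other larvae of their treatment and family. Larva L0416-447 (constant water limitation, F-2) had a total count of 9598396, where the others of its group had 11153149 to 11421211. Larva L0416-186 (late water limitation, F-6) had 13624824, where the others had 10351379 to 10883268. Larva L0416-372 (control, F-1) had 26210 detected transcripts, where the others had 24318 to 24801. In larva L0416-289 (early water limitation, F-6) the 100 most abundant transcripts took 33.5% of counts, where they took 39.5% to 40.5% in the others. Such gaps were sought on 4 measures in each group of one treatment and family, which made 64 tests on the same larvae, of which about 3.2 would show one by chance, so that these 4 are about the number that chance gives. Without larva L0416-372, constant water limitation against control gave 62 transcripts in place of 107, and any treatment gave 3 in place of 23. Without larva L0416-447 they gave 233 and 36. Without larva L0416-289, any treatment gave 12. No biological explanation for these larvae was tested.

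Expression differed between families in 11229 of 15445 transcripts (72.7%; edgeR's quasi-likelihood test, adjusted p under 0.05), a difference the paper does not report. The range of the family means was at least 1 on the log2 scale for 3203 of them, with a median of 0.60 over all 11229. Transcript evgtrinLocDN29285c5g1t8 had 10.3 ± 2.03 CPM in F-5 (SD, n = 19) and at most 0.138 on average in the other families (adjusted p = 1.844e-75 from the same test). Transcript evgtrinLocDN28535c7g2t6 had 26.0 ± 10.1 CPM in F-2 (SD, n = 20) and at most 0.108 on average elsewhere (adjusted p = 7.388e-75). In both, every larva of the one family lay above every larva of the others. When family labels were exchanged among the larvae of each treatment, 1 of 100 splits, the real one, gave as many transcripts, and the next gave 227. When the 8 clutches were paired in other ways, 1 of 100 pairings, the real one, gave as many, and the others gave 4627 to 10023. Other pairings also carry part of any difference between families, but if only conditions shared by the larvae of one clutch were at work, the real pairing would not exceed them. A difference in library size is argued against by the 10920 transcripts found with counts drawn down to the smallest total, and a few abundant transcripts by the 11140 found without the 100 most abundant. Reads divided between contigs of one locus are argued against as the whole cause, since 71.77% of the transcripts alone at their locus had a family effect, against 79.15% of those that share one. The profile of 0 of 77 larvae was nearest another family's mean, but this decides nothing about the number, since wrong family labels would lower it. Full sibs carry the same parental alleles, so that sequence differences from the contigs could change how many reads were assigned, and the tables hold no value that decides this. A biological hypothesis, that heritable differences in expression between families contribute, stays open beside it.

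The response to water limitation differed between families in 2230 of 15445 transcripts (test of the interaction, adjusted p under 0.05). Within families, 522 transcripts differed between treatments in F-1, 81 in F-2, 15 in F-5 and 2509 in F-6. In F-6, 1291 differed between constant water limitation and control, 398 higher and 893 lower. Of these, 67.7% had the same direction in F-1, 68.3% in F-5 and 42.2% in F-2. All F-6 larvae under constant water limitation came from clutch 22, whereas the F-6 controls came from clutches 22 and 42. All F-5 controls came from clutch 31, whereas the F-5 larvae under each water limitation came from clutches 17 and 31. The within-family fit had no term for clutch. Clutch and treatment therefore cannot be fully separated in the 1291, nor in the comparisons with control in F-5, including the 68.3%. Exchanging treatment labels among the larvae of each family gave as many transcripts for the interaction in 1 of 100 splits, the highest of the others being 754. The same splits gave as many in 5 of 100 for F-1, 3 for F-2, 18 for F-5 and 1 for F-6, so that the numbers in F-1 and F-5 are not beyond what such splits give. The interaction gave a similar number with counts at equal depth (2018) and without the 100 most abundant transcripts (2243), and no single larva accounted for it, since the fits that each left out one larva gave 1804 to 2910. For the interaction, uneven clutches between treatments were argued against by the 2558 transcripts with egg clutch as the main term. No such fit was made within families. One axis of expression shared by many transcripts, taken from a random part of the loci, was not needed, since with it as a covariate the remaining loci gave 1354 transcripts, against 1107 without it and 991 with the same axis exchanged among larvae. Exchanging treatments between whole sets of larvae of one clutch gave as many transcripts for the interaction in 13 of 100 splits, with a median of 732 and a highest of 3604. Within families, as many were given by 13 of 24 matchings of the sets for F-1, 10 of 24 for F-2, 12 of 24 for F-5 and 2 of 24 for F-6. These exchanges leave each set whole, so that the exchanged groups also carry part of any real difference between treatments, and their numbers do not measure shared conditions alone. Conditions shared by the larvae of one clutch in one treatment, such as a common dish or day of handling, stay open as a source of these differences. Neither the labels nor the paper's text say how larvae were grouped during rearing. In the order of the larvae's codes, however, all analysed larvae of one clutch in one treatment stood next to each other. Larvae were thus numbered set by set, which leaves open whether a set also shared a dish or a day. A difference between families in the response to water limitation stays open as well, as a hypothesis.

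Across families, 23 transcripts differed between any treatments and 107 between constant water limitation and control, 52 higher and 55 lower, comparisons the paper does not report. Of the 107, 90 had the same sign in all 4 families. Early and late water limitation gave 0 and 0 transcripts, with 1792 and 1734 at an unadjusted p under 0.05. Without any effect, 772 are expected on average if the larvae are independent. Unadjusted numbers were not counted in the splits below, so that whether 1792 and 1734 exceed what exchanged labels give was not tested. Under constant water limitation transcript evgtrinLocDN28168c0g1t1 rose by a log2 fold change of 2.06 (standard error 0.459, adjusted p = 0.01866), and evgtrinLocDN24916c0g1t3 by 1.82 (standard error 0.484, adjusted p = 0.04986). Transcript evgtrinLocDN27751c5g1t1 had a log2 fold change of -1.34 (standard error 0.326, adjusted p = 0.03324) and evgtrinLocDN33283c6g1t1 of -1.10 (standard error 0.269, adjusted p = 0.03362). By the rule that chose them, all 4 moved the same way in 4 of 4 families; for the first, however, the interaction was also past the threshold (adjusted p = 0.006425), and likewise for the second (adjusted p = 0.02337). The second was not past the threshold in 47 of the 77 fits that each left out one larva, where its adjusted p ranged from 0.0278 to 0.18 and its log2 fold change was 1.11 without larva L0416-033 of F-6. The first was not past it in 2 of these fits (without L0416-224 and without L0416-227), the third in 10 and the last in 7. With egg clutch in place of family, the second (adjusted p = 0.07056) and the third (adjusted p = 0.05746) were not past the threshold. The first (adjusted p = 0.02785) and the last (adjusted p = 0.03068) stayed past it in that fit. Exchanging treatment labels within families gave as many transcripts in 2 of 100 splits for any treatment and 2 of 100 for constant water limitation. For early and late water limitation the splits decide nothing, since any split gives at least 0 transcripts (100 of 100 and 100 of 100). Equal depth gave 84 transcripts for constant water limitation, and leaving out the 100 most abundant gave 111, so that neither accounts for the number. Exchanging whole sets of larvae gave as many in 45 of 100 splits for any treatment and 16 of 100 for constant water limitation, with the same limit, so that conditions shared by the larvae of one clutch in one treatment stay open here too. An effect of water limitation remains open. The number for constant water limitation depended on which families were in the fit, with 2 transcripts without F-1, 896 without F-2, 409 without F-5 and 0 without F-6 (1564 at an unadjusted p under 0.05).

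Clutches of one family differed in 1251 transcripts. The clutch term of each family, tested separately in the same fit to all larvae, gave 7 in F-1, 1280 in F-2, 16 in F-5 and 102 in F-6. That fit had the same treatment terms for all families. Where clutches were uneven between treatments, a treatment difference particular to one family could therefore enter its clutch term. Exchanging clutch labels among the larvae of a family gave as many in 1 of 100 splits, the highest of the others being 222. Exchanging clutches between whole sets of larvae, separately in each treatment, gave as many in 10 of 100 splits, with a median of 85 and a highest of 2113. These exchanges too leave each set whole and carry part of any real difference between clutches, so that conditions shared by a set of larvae stay open. A biological difference between the clutches of one family was not tested and stays open.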

How the results depend on the processing

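Apart from the fits that each left out one larva, 124 alternatives were compared, and 86 of them stayed within the spread between larvae, on the same side of the threshold or within 1.5 times the number of transcripts. For the 4 transcripts named under constant water limitation, 7 other settings gave 27 log2 fold changes with an adjusted p. None of the 27 reversed its direction, and 9 were no longer past the threshold, with an adjusted p of up to 0.141. DESeq2 gave no adjusted p for evgtrinLocDN24916c0g1t3. The other named transcripts were not compared across settings. The cause of the changes below was not tested, except where fewer larvae or another set of transcripts is the change itself.

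Of the alternatives compared for family, the interaction and clutches, only the one without a filter on low counts moved the number by more than 1.5 times. That setting tested 47567 transcripts and gave 51 for any treatment, 8 for early, 4 for late and 25 for constant water limitation, 18209 for family, 1204 for the interaction, 668 for clutches, 240 within F-1, 23 within F-5 and 1527 within F-6. With the transcripts of the authors' filtered table, 69 differed between any treatments, 18 under early and 5 under late water limitation, 135 within F-2 and 31 within F-5.

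DESeq2 gave 119 transcripts for any treatment, 17 for early, 28 for late and 365 for constant water limitation. It gave no adjusted p for 2699, 4495, 11678 and 4794 of the 15445 transcripts in these comparisons, in the same order. Any treatment gave 12 transcripts with edgeR's earlier fit, 14 at equal depth and 6 with egg clutch in place of family. Without a covariate there were 7 for any treatment and 8 for constant water limitation. With only the 2 treatments compared, constant water limitation gave 437.

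Whole families were left out for any treatment and for constant water limitation. Any treatment and constant water limitation gave 8 and 2 transcripts without F-1, and 1233 and 896 without F-2. Without F-5, constant water limitation gave 409. Without F-6 both gave 0, with 1366 and 1564 at an unadjusted p under 0.05.

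Across the 77 fits that each left out one larva, transcripts for any treatment ranged from 0 to 59, for early water limitation from 0 to 17, for late from 0 to 68 and for constant from 22 to 360. The lowest values for any treatment (2004 at an unadjusted p under 0.05) and for constant water limitation came without control larva L0416-438 of F-2. In the fits with 0 transcripts for early or late water limitation, at least 1476 and 1395 had an unadjusted p under 0.05. The highest came without larva L0416-283 of F-1 under late water limitation for any treatment (equalled without control larva L0416-012 of F-2), early and late, and without larva L0416-226 of F-2 for constant water limitation. The count ranged from 306 to 1231 within F-1, 36 to 152 within F-2, 11 to 37 within F-5 and 1807 to 2777 within F-6. The highest values within F-1 and F-2 again came without L0416-283. Without L0416-083 F-1 gave 306, without L0416-226 F-2 gave 36, and without L0416-401 F-5 gave 37.

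The number of transcripts detected per larva was 14534 at 10 counts, 14121 at 1 CPM and 23689 at equal depth. The treatment difference in detected transcripts was past the threshold at 10 counts (p = 0.0273). At equal depth it was not (p = 0.209). Transcripts restricted to one family numbered 3 with under 0.1 CPM elsewhere and 2 with absence from at least 95% of other larvae, in place of 1.

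No paired analysis was possible because the labels give each larva its own code and no replicate number shared between treatments; family was the block in the reported fit.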

Differences from the paper's values

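The mean total count per larva was 10.969M, against the paper's average depth of 17.3M, which the paper gives in reads. Over the transcripts of the filtered table it was 10.952M, and the median over larvae was 10.923M. Neither of these alternatives set before the data were examined closed the gap.

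Transcripts with a mean of at least 1 normalized CPM numbered 14555, against the paper's 69,182 putative transcripts after removal of contigs below 1 normalized CPM. The number was 19410 with 1 CPM in at least 1 larva, 15423 in at least 19 larvae, 10270 in every larva, 14588 with plain library totals and 14555 with RLE size factors. None of the alternatives set before the data were examined closed the gap. The 69153 transcripts of the unfiltered table include 21548 with no count in any of the 77 larvae. This argues against a filter at 1 CPM on these counts having left a number near 69,182. The authors' filtered table, whose transcripts each had at least 1 CPM in at least 4 larvae, holds 17838.

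The transcripts analysed here numbered 69153, which is 29 fewer than the paper's number, and the larvae 77 where the paper has 78. The transcript names carry 7 k-mer sizes from 21 to 71, as in the article, whereas the manuscript of the original submission gives more sizes and a longer longest one.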

Other observations

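The test of the correlations below was set before its splits were seen. The pattern of restricted transcripts was defined before the data were examined.

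Log2 fold changes against control correlated across 15445 transcripts, which are not independent, between early and constant water limitation (r = 0.735), late and constant (r = 0.614) and early and late (r = 0.562). These comparisons share their control larvae, so that a positive correlation arises without any effect. When treatment labels were exchanged within families, the median r of the splits was 0.516, 0.521 and 0.506 for the 3 pairs. The splits gave a correlation as large in 1 of 100 for early and constant, 20 of 100 for late and constant and 32 of 100 for early and late. Among the 7578 transcripts with at least 10 CPM on average, r was 0.802, 0.693 and 0.639, and 2, 15 and 25 of 100 splits gave as large a value. Shared controls could therefore account for the latter 2 pairs but not for early and constant. Whether the larvae of one clutch in one treatment shared conditions was not tested for this correlation, so that a shared response to water limitation is a hypothesis.

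One transcript, evgtrinLocDN28712c1g1t1, reached 1 CPM in every larva of F-2 and had no count in any of the 57 larvae of the other families. It had 4.88 ± 2.22 CPM in F-2 (SD, n = 20). Exchanging family labels gave a transcript of this kind in 1 of 100 splits, the real one. Exchanged groups mix larvae of all families and could hardly give such a transcript, so that the splits decide nothing about its cause. Sequence differences from the contig, as for the other family differences, stay open. It falls outside the rule for naming transcripts and was chosen after its values were seen.

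The first principal components of log2 CPM followed family. Component 1 held 14.8% of the variance, with family explaining a share of 0.978 of it and treatment 0.003. Component 2 held 13.5% (family 0.812, treatment 0.014) and component 3 held 10.0% (family 0.992, treatment 0.005).

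The filtered table refers to TMM in its name, yet each of its 1373526 values equals that of the unfiltered table, in which 91.6% of the values are whole numbers.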
